# Growth-phase-dependent control of rRNA synthesis in *Saccharomyces cerevisiae*

**DOI:** 10.1128/msphere.00493-24

**Published:** 2024-10-03

**Authors:** Catarina A. Mendes Felgueira, David A. Schneider

**Keywords:** transcription, growth phase, ribosome, mRNA, rRNA

## Abstract

*Saccharomyces cerevisiae* is one of the most well-studied model organisms used in the scientific community. Its ease of manipulation, accessible growth conditions, short life cycle, and conserved eukaryotic metabolic pathways make it a useful model organism. Consequently, yeast has been used to investigate a myriad of phenomena, from microbial to human studies. Most of the research performed using this model organism utilizes yeast cell populations when they are growing exponentially, a growth phase aptly termed exponential or log phase. However, log phase encompasses several yeast generations and ranges several hours of yeast growth, meaning that there is a potential for variability during this “homogenous” growth phase. Cells in log phase require robust ribosome biogenesis to support their rapid growth and cell division. Interestingly, during log phase, ribosomal RNA (rRNA) synthesis (which is the first and rate limiting step in ribosome biosynthesis) has been shown to decrease prior to growth rate decline in stationary phase. In this study, we utilized several genomic and biochemical methods to elucidate the relationship between subphases of log phase and rRNA synthesis. Our results indicate that as yeast cells progress through subphases of log growth, both polymerase I transcription and rRNA processing are repressed. Overall, this study establishes a growth-phase-dependent control of rRNA synthesis that unexpectedly begins prior to the switch to stationary phase (i.e., pre-diauxic shift) as a putative mechanism of anticipating nutrient starvation.

**IMPORTANCE:**

*Saccharomyces cerevisiae* is a ubiquitously used model organism in a wide range of scientific research fields. The conventional practice when performing yeast studies is to investigate its properties during logarithmic growth phase. This growth phase is defined as the period during which the cell population doubles at regular intervals, and nutrients are not limiting. However, this growth phase lasts hours and encompasses several yeast cell generations which consequently introduce heterogeneity to log growth phase depending on their time of harvest. This study reveals significant changes in the transcriptomic landscape even in early stages of exponential growth. The overall significance of this work is the revelation that even the seemingly homogenous log growth phase is far more diverse than was previously believed.

## INTRODUCTION

The budding yeast *Saccharomyces cerevisiae* is one of the most commonly used eukaryotic model organisms. This ubiquitous organism replicates quickly, is inexpensive to grow, and is genetically simpler than multicellular organisms. Moreover, despite its divergence from other organisms of interest, such as humans, yeast shares many central metabolic pathways and regulatory mechanisms with higher organisms, making it an excellent model system (1, 2).

*S. cerevisiae* has been used for a wide range of studies, from establishing genetic manipulation techniques to defining drug mechanisms to studying cell aging (2, 3). Irrespective of the research topic, authors most frequently work with yeast cells while they are growing exponentially, and their doubling time is constant—a growth phase designated as log phase. This is an important distinction since microbial growth has four total phases: lag (characterized by slow growth and metabolic changes to adapt to a new environment), log (exponential growth), stationary (characterized by a decline and growth rate toward a plateau), and death (characterized by a population death rate higher than the growth rate). However, the exact timepoint within log phase used varies widely within the literature since log phase lasts for several population doubling events.

Despite being a defined fungal growth phase, log phase encompasses several changes in yeast biological processes. For example, Warner and Ju demonstrated that rRNA synthesis is repressed in exponentially growing yeast cells (4). This counterintuitive observation contradicts the suggestion that proliferating organisms require higher amounts of ribosomes and, in turn, rRNA to be produced (5). It has been proposed that this decrease in rRNA synthesis is indicative of cells anticipating nutrient limitations through a quorum-sensing mechanism (6).

The synthesis of rRNA is carried out by RNA polymerase I (Pol I) and is the first and rate-limiting step in ribosome biogenesis. The observed decrease in rRNA produced by exponentially growing yeast cells could be a result of changes in several biological process, including lower Pol I transcription, altered pre-rRNA processing, and/or rRNA degradation. Whether one or more of these processes is altered during the progression through log phase remains to be elucidated.

In this study, we utilized genomic and biomolecular techniques to interrogate how Pol I transcription and rRNA processing are altered within different subphases of log phase (early, mid, and late log phase). The changes in the transcriptomic landscape between each of the defined subphases have implications on both the mechanism by which yeast cells repress rRNA synthesis in log phase as well as on many other cellular processes that remain to be interrogated. Knowing the transcriptomic landscape of each of the subphases will better inform future yeast studies on what subphase of log growth to utilize for their specific experiment.

Given the observed decrease in rRNA synthesis within log phase, we hypothesized that as yeast cells progress through log phase, both Pol I transcription and rRNA processing are repressed. We observed that as yeast cells progress from early to mid to late log phase, Pol I occupancy on the rDNA was reduced, and Pol I pausing preference was significantly changed. We also found that hundreds of genes, transcribed by RNA polymerase II, were differentially regulated between the three subphases studied here. Notably, genes associated with rRNA processing, such as *UTP*s, were downregulated in the later subphases of log growth. Finally, we found that pre-rRNA processing is reorganized during log phase, resulting in the accumulation of precursor molecules at later stages of growth. These results suggest that Pol I transcription and rRNA processing contribute to the dynamic control of ribosome biosynthesis during progression through the log phase.

## RESULTS

### Pol I occupancy on the rDNA decreases with the progression of log phase

Most commonly, yeast growth phases are determined by measuring optical density at 600 nm (OD_600_) via spectrophotometer, with higher OD_600_ values indicating higher cell density. In general, yeast samples obtained during log phase are those with an OD_600_ measurement ranging from 0.25 to 1.0. This is a rather large range that encompasses several yeast cell generations and various metabolic changes. Our lab has previously investigated an unexpected metabolic change in which rRNA synthesis is repressed while cells are rapidly growing (6). The study found that yeast exhibited quorum-sensing-like behaviors for which the mechanism remains unknown. To investigate the changes in the transcriptomic landscape of yeast cells as they progress through log phase, we divided the conventional log phase into three subphases. The first—early log phase—includes yeast cultures of OD_600_ = 0.25–0.4. The second—mid log phase—includes yeast cultures of OD_600_ = 0.5–0.75. The third—late log phase—includes yeast cultures of OD_600_ = 0.8–1.00.

We first interrogated Pol I occupancy on the rDNA in these subphases using native elongating transcript sequencing (NET-seq). This technique allows us to map Pol I to the rDNA at single-nucleotide resolution by analyzing the last incorporated nucleotide into the nascent RNA. Originally designed to probe for Pol II occupancy, NET-seq has been optimized by our lab to evaluate Pol I occupancy (7–11).

In order to determine Pol I occupancy on the rDNA at a single-nucleotide resolution, we analyzed the 5′ end of the cDNA read which corresponds to the 3′ end of the nascent rRNA. This precise mapping of the polymerase provides insights into several properties about Pol I transcription regulation, such as potential pausing sites (Fig. 1). Additionally, NET-seq allows for investigation of these mechanisms *in vivo* and under different treatment conditions (7–12).

**Fig 1:**
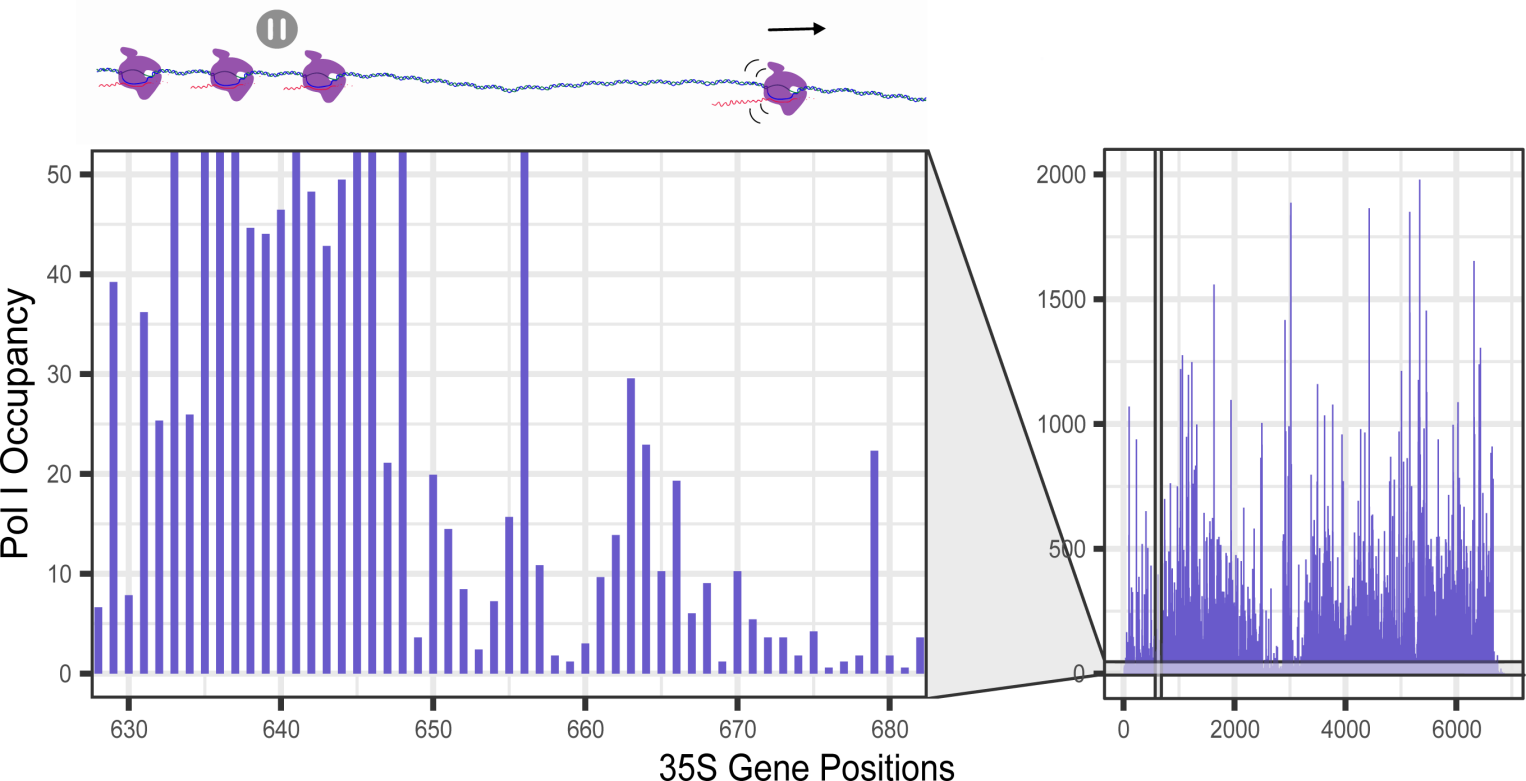
Native elongating transcript sequencing provides insight into transcription elongation. Schematic of NET-seq Pol I occupancy plot. Generated NET-seq reads are mapped to the rDNA (35S gene), and 5′ end of each read is then used for plotting the last incorporated nucleotide. This allows us to plot Pol I occupancy at each rDNA nucleotide position. We can then observe overall occupancy difference between samples and, also, specific areas (and nucleotides) of the gene with higher or lower Pol I traffic. The simplest interpretation of higher traffic areas is possible Pol I preferential pause sites.

For this study, we obtained biological triplicates for each of the three log subphases. We prepared NET-seq libraries for those samples (described in Materials and Methods), generated reads, and mapped them to the *S. cerevisiae* genome. To analyze the resulting data, Pol I abundance on the rDNA was plotted for each subphase, and the Spearman correlation test was performed to test the similarity between triplicates (Fig. S1). As demonstrated by the histogram plots overlaying the biological replicates (Fig. S2) and the Spearman correlation factors of >0.88, the triplicates showed high similarity within each subphase.

We then performed two-way comparisons of mean Pol I occupancy for each group combination (e.g., early vs late log phase) and conducted Student *t*-tests for each rDNA position to determine whether there was a significant difference between sample groups (Fig. 2A through C). We found that there were significant differences between subphases which, strikingly, were most prominent between early log and mid log phase as seen in both the occupancy plot and the rolling average plot (Fig. 2A and D). Due to a technological limitation of NET-seq wherein samples contain unavoidable mature rRNA contamination, changes in Pol I occupancy on the rDNA must be examined in the spacer regions(11). Overall, there was a significant decrease in Pol I occupancy on the spacer regions in later subphases when compared to early log phase.

**Fig 2:**
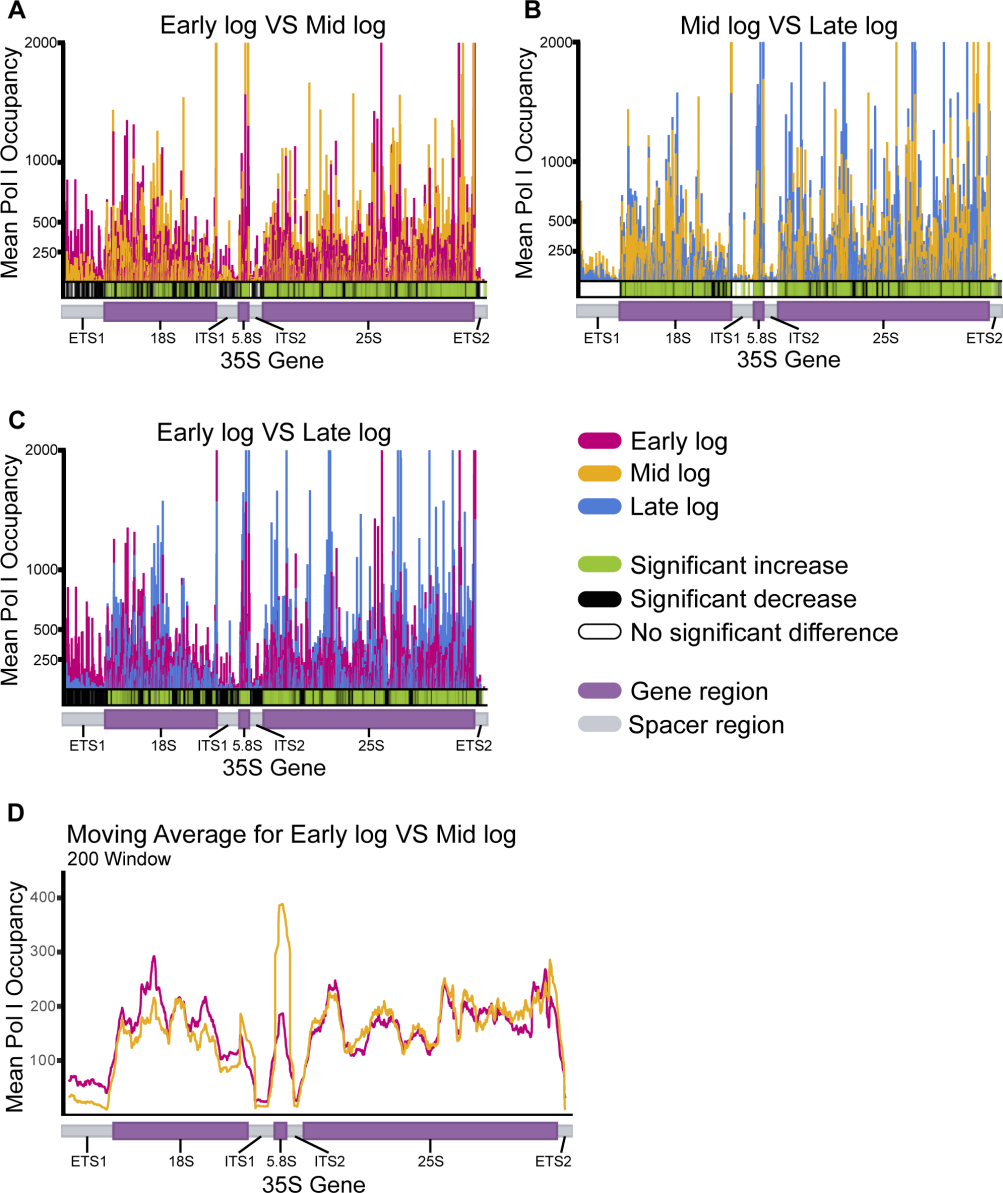
Pol I occupancy on the rDNA decreases with the progression of log phase and most notably between early log and mid log phase. (**A–C**) Mean Pol I occupancy on the rDNA gene obtained via NET-seq for early (pink), mid (orange), and late log (blue). Each plot is a two-way comparison between two of the studied yeast growth subphases as indicated in the title of each plot. Mean Pol I occupancy was calculated using normalized reads. Student’s *t*-test was performed between sample groupsto determine significant statistical differences. Indicated increased and decreased occupancy (green and black, respectively) represent a statistical significance of *P* < 0.05 between the latter subphases compared to the first subphase indicated in each plot title (i.e., early log vs mid log). (**D**) Moving average was calculated and plotted for every 200 positions. 35S gene spacer regions are indicated in gray, and gene regions are indicated in purple.

This observed decrease in Pol I occupancy is evenly distributed over the rDNA spacer regions. This suggests that Pol I either prematurely disengages from the rDNA template or Pol I transcription initiation is repressed. This is different than Pol I pausing, which would be characterized by elevated Pol I occupancy at a specific region immediately followed by a region with lower Pol I occupancy. Overall, these results demonstrate Pol I occupancy (via regulation of transcription processivity and/or initiation) on the rDNA decreases as cells anticipate the imminent lack of nutrients.

### Pol I occupancy on the rDNA is decreased during the initial stages of the log phase

We observed a decrease in Pol I occupancy as cells progress through log phase with the sharpest decline between early and mid log phases. As shown in Fig. 2A through D, Pol I occupancy is significantly different between early log and mid log, and between early log and late log (Fig. 2, panels A and C). However, there is no significant difference in Pol I occupancy between mid and late log subphases (Fig. 2, panel B). These data indicate that the decrease in occupancy occurs before the diauxic shift whereupon yeast cells go from utilizing glucose as their main energy source to, instead, utilizing ethanol (13). This pre-diauxic shift decrease in Pol I occupancy on the rDNA coincides with the decrease in rRNA synthesis previously observed by our lab and others (6, 14).

Although there were significant differences in occupancy observed throughout the rDNA in all two-way comparisons, several reads mapping to the gene regions are from unavoidable mature rRNA contamination (11). In fact, it has previously been shown that a control yeast strain with an untagged Pol I resulted in high levels of NET-seq reads mapping to the gene regions revealing mature rRNA contamination. Because the objective of this method is to interrogate Pol I transcription, we cannot perform rRNA depletion. Additionally, we cannot distinguish between mature and nascent rRNA reads mapping to the gene regions as their sequences are identical. To circumvent this technological limitation, we evaluate the spacer regions of the rDNA. Processing of pre-rRNA occurs rapidly, co-transcriptionally, and post-transcriptionally, during which, the spacer regions are removed and degraded. Therefore, we routinely analyze Pol I occupancy on the spacer regions, which are indicative of only nascent rRNA.

To take a closer look at the changes between early and mid log, we analyzed solely the spacer regions, which are illustrated in Fig. 3A as the gray boxes. We found that Pol I occupancy was uniformly decreased throughout all spacer regions in mid log phase samples when compared to early log phase samples (Fig. 3B). Additionally, when we performed a Kolmogorov-Smirnov test (15) to compare the sample distributions, we found that all the spacer regions differed significantly (Fig. 3C). These results suggest that there is a growth-phase-dependent control of Pol I initiation and elongation specifically between early and mid log phases prior to the diauxic shift. This was consistent with the previous findings of decreased rRNA synthesis during that timeline (6).

**Fig 3:**
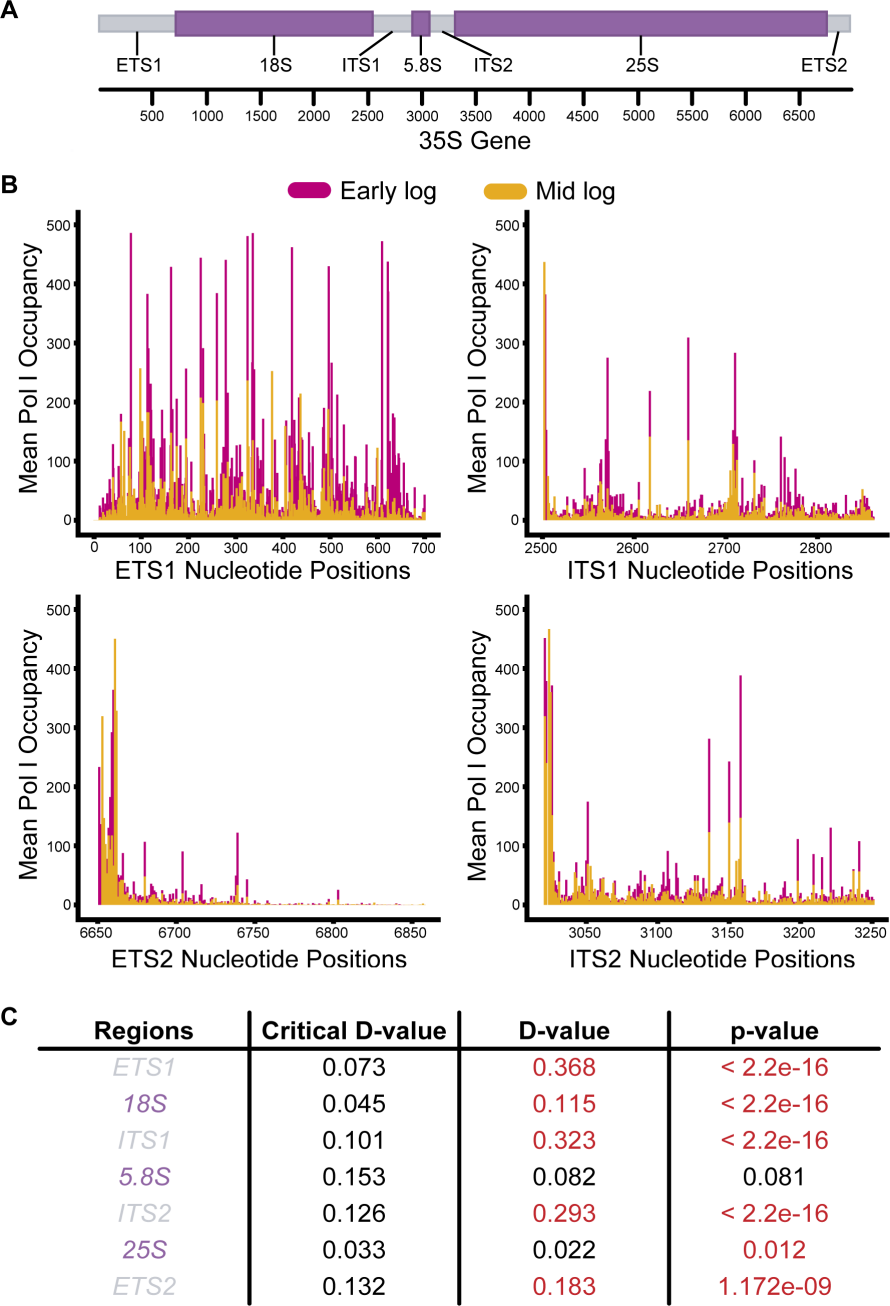
Pol I occupancy on the rDNA is decreased during the initial stages of the log phase. (**A**) Representative schematic of the rDNA gene in *S. cerevisiae*. Gray-colored regions represent the indicated spacers, and purple-colored regions represent the indicated gene-coding regions. Below the colored schematic are the corresponding nucleotide positions. (**B**) Mean Pol I occupancy on the spacer regions of early and mid log phase samples was plotted individually. (**C**) Two sample K-S test was performed for each rDNA spacer and gene region to determine whether the distribution of Pol I occupancy in those regions was significantly different between the two subphases. Critical *D*-values for each region were calculated at a 95% confidence interval (α=0.05) using the formula $D=1.63\surd \frac{n_{1}+n_{2}}{n_{1}n_{2}}$, where 1.63 is the coefficient at α=0.05, *n*1 is the size of sample 1, and *n*2 is the size of sample 2. *D*-value statistics < critical *D*-value and/or *P*-values <0.05 are denoted in red.

### Altered Pol I pause preference between logarithmic growth subphases indicates changes in transcription elongation efficiency

Changes in transcription elongation efficiency have been shown to result in altered Pol I pausing, represented by an accumulation of peaks in the NET-seq data. To test whether elongation efficiency might be affected during log phase progression, we looked at peak preference of each subphase. We did this by evaluating the top 2.5% occupied positions in each subphase’s spacer regions. The results from each subphase were then compared against the other two subphases in a pairwise manner. Jensen-Shannon (JS) divergence was calculated to determine the distance or differences between distributions, with JS distances ranging from 0 (distributions are identical) to 1 (distributions are dissimilar).

We found that in early log phase, Pol I shows an anti-preference for G as the last incorporated nucleotide which is consistent with previous NET-seq results in our lab (Fig. 4A and C) (7, 8, 11). It is important to note that our lab has historically used yeast cultures harvested at an OD_600_ equivalent to that of the early log cultures as defined in the present study. Interestingly, we observed enhanced preference for Pol I pausing at G nucleotides in late log (Fig. 4). Since samples for all three different subphases were processed in the exact same manner, we can infer that this change in pausing preference is not an artifact of library preparation.

**Fig 4:**
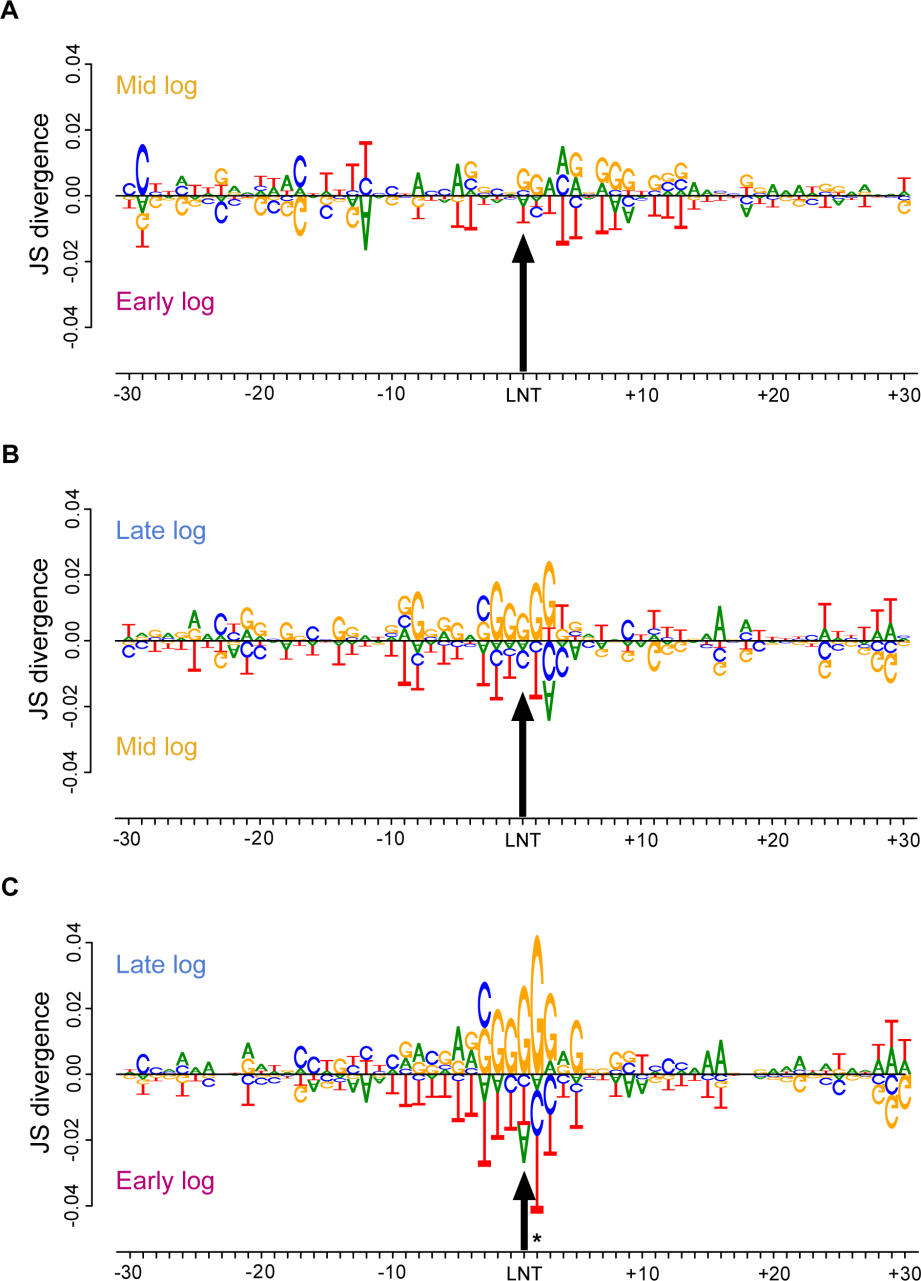
Pol I pausing preference sequence is altered with the progression of log phase. (A–C) The top 2.5% occupied nucleotides in the spacer regions of each sample were used to create these DiffLogos. Three two-way comparisons were produced, and the indicated sample was plotted either on top or on the bottom. The size of each letter correlates with its enrichment in the sample when compared to the indicated sample. We plotted 30 nucleotides down- and upstream of the last incorporated nucleotide (LNT; black arrow). Asterisks represent nucleotide position with statistically significant Jensen-Shannon divergence.

We also observe changes in the downstream sequences that correlate with pausing. In both mid and late log, we observe an increase in the pausing directly upstream of G-rich regions. It has been shown that GC-rich transcription bubbles are correlated with increased Pol I occupancy, indicating a paused state or slower elongation (16). Interestingly, these studies were performed using yeast cell cultures harvested at an OD_600_ = 0.5, which corresponds to the mid log subphase in this project when we do see an increase in GC-rich transcription bubbles. This enrichment of G residues in the downstream DNA may reflect reduced efficiency of Pol I to unwind the DNA helix at the leading edge of the transcription elongation complex. How this change is related to DNA topology or *trans*-acting factors is not yet clear.

Additionally, further analysis of the sequence logos showed there was an increase in pausing directly downstream of T-rich regions in the earlier growth subphases. Our lab has previously shown that U-rich nascent RNA slows transcription elongation *in vitro* (8). This trend is recapitulated in early log NET-seq data (Fig. 4A and C). However, these pause site enhancements are lost in later subphases. It is plausible that if Pol I processivity is reduced in later subphases, then paused polymerases on U-rich RNA release from the template (consistent with mechanisms of Rho-independent termination of transcription in bacteria).

Lastly, the observed differences in pausing preference between subphases increase with the progression of log growth phase, once again, demonstrating that Pol I transcription elongation is continuously regulated as cell culture density increases. Since Pol I transcription elongation and pausing are sensitive to rDNA sequence (8), we hypothesize that growth-phase-dependent changes in Pol I pause profile reflect altered transcription elongation efficiency as discussed above. To achieve this change in elongation efficiency, it is plausible that different cohorts of transcription factors associate with the elongation complexes as cells divide.

### Transcriptomic landscape is significantly altered between the different log subphases

In order to further investigate transcriptomic differences between the three subphases, we performed mRNA-seq. This new ubiquitous technique allowed us to analyze which Pol II-derived transcripts are differentially expressed between subphases. 

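The mRNA-seq data set held 9 libraries of wild-type yeast grown in YPD, a rich medium with glucose, with 3 biological replicates (A, B and C) in each subphase. The methods give an OD600 of 0.2 to 0.3 for early log, 0.5 to 0.7 for mid log and 0.8 to 1.0 for late log, and the results give 0.25 to 0.4, 0.5 to 0.75 and 0.8 to 1.00. Polyadenylated RNA was selected from total RNA and made into strand-specific libraries that were read from one end. The authors aligned the reads to the R64 yeast genome with STAR, counted them per gene with HTSeq and deposited the counts without normalization. The counting program's strand setting is not stated in the paper's text. The reads counted on genes numbered 27684726, 25763465 and 26399710 in early log A, B and C. In mid log they numbered 34358259, 28031625 and 29136787, and in late log 23809960, 22830165 and 28426592. A further 6.65% to 10.7% of the reads in each library fell on no gene. The 10 most abundant genes of each library took 10.0% to 15.7% of the counts in early log, 20.1% to 26.2% in mid log and 18.2% to 19.1% in late log. The files list 7127 genes. No replicates of a subphase were as close to each other as sampling noise alone would leave them. Each pair of subphases was fitted on its own 6 libraries with edgeR's quasi-likelihood test after TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Log2 fold changes are for the later subphase over the earlier one. TMM assumes that most genes do not change. The median gene nevertheless had a log2 fold change of -0.12 in mid over early log, -0.08 in late over early log and -0.11 in late over mid log. The paper's sequencing table places early log A and B in run 1, all mid log libraries in run 2, and early log C with all late log libraries in run 3. Mid log and run 2 are therefore the same libraries, and no comparison with mid log can separate the subphase from the run.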

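In mid log, 2674 of the 5951 genes tested differed from early log past the adjusted threshold, with 1233 higher and 1441 lower. Without the adjustment 3282 genes had a p below the same threshold. In late log, 4294 of 5954 genes differed from early log, with 1963 higher and 2331 lower. Between mid and late log only 27 of 5865 genes differed, with 18 higher and 9 lower in late log, against 1160 genes at an unadjusted p below the threshold. The 3 libraries of mid log lay wholly above or wholly below those of early log in 61.6% of the genes tested. For late against mid log this share was 27.6%, and for late against early log 76.8%, where chance gives 10%. The numbers for mid log rest on single libraries. Without mid log A, 4592 genes differed between early and mid log and 3318 between mid and late log. Without early log A, early log B, mid log B or mid log C, 0 genes passed between early and mid log, with 2441 to 2476 genes at an unadjusted p below the threshold. Without any one of the late log libraries, 0 genes passed between mid and late log, with 566 to 686 unadjusted, and without mid log B or mid log C 3 and 2 passed. Late against early log gave 3828 to 4838 genes past the threshold when any one library was left out. With the sequencing run as a term in a fit of the 9 libraries, where early log C alone carries that contrast within a run, 1452 genes differed between early and late log, with 724 higher and 728 lower. With DESeq2 in place of edgeR, the 3 comparisons gave 3126, 4448 and 341 genes in the order above. The direction of the changes depended on the scaling. With each library scaled by its total count alone, a setting chosen after seeing the data, 216 genes were higher and 2127 lower in mid than in early log, and 839 were higher and 3291 lower in late than in early log. Under this scaling, 365 genes were higher and 88 lower in late than in mid log.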

Not surprisingly, there were hundreds of genes up- and downregulated between the sample groups (Fig. 5A).

**Fig 5:**
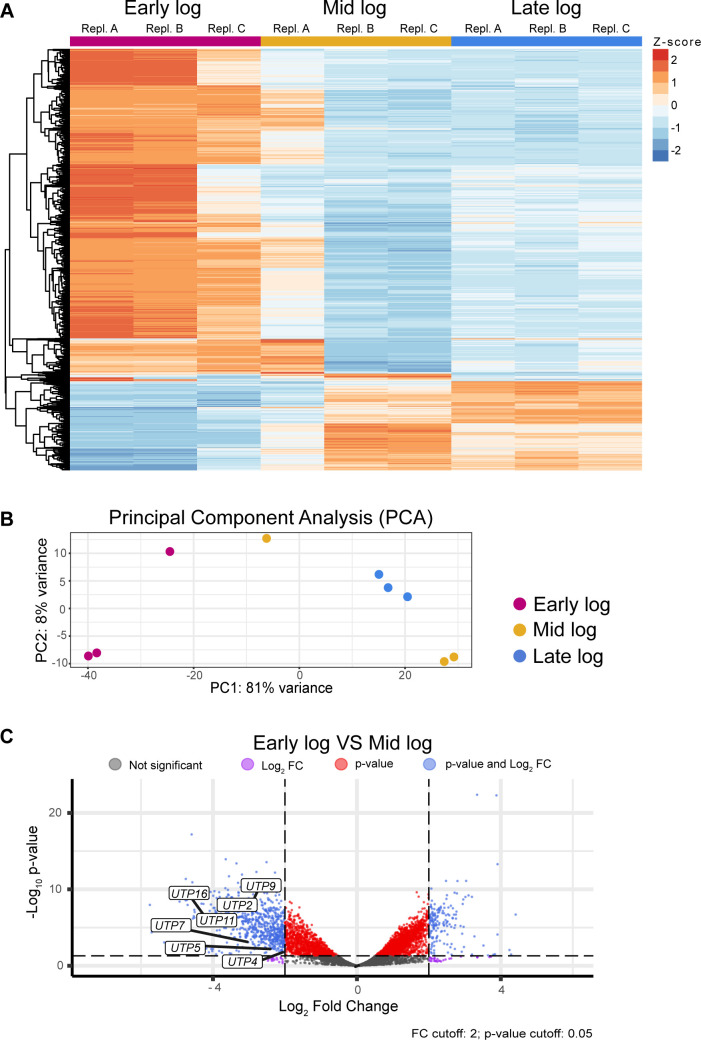
Several distinct genes involved rRNA synthesis are differentially regulated between growth phases. (**A**) Heatmap for normalized read counts of all three subphases. Colors indicate *Z* score of each replicate’s differentially expressed genes (DEGs) when compared to the mean for that specific DEG. Color indicates upregulation (orange) or downregulation of each gene (blue). (**B**) Principal component analysis of mRNA-seq data for all three subphases. (**C**) Volcano plot showing DEGs that are up- or downregulated in mid log phase when compared to early log phase. The fold change cutoff was set to 2, and the *P*-value cutoff was set to 0.05. Each gene is colored differently depending on whether they are below or above those thresholds (gray, non-significant; purple, log2 fold change > 2; red, *P*-value < 0.05; blue, log2 fold change > 2 and *P*-value < 0.05).

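At the thresholds of the volcano plot, an unadjusted p below 0.05 and a log2 fold change of more than 2 in either direction, 850 genes passed between early and mid log. The legend gives a fold change of 2 and the key a log2 fold change of 2, and the key was followed. Of the 850, 99 were higher and 751 lower in mid log. With a fold change of 2, a reading added after seeing the data, 2557 genes passed, 1034 higher and 1523 lower, and again 5 of the 7 labelled genes. Without mid log A 1495 genes passed. With library totals as the scaling, chosen after seeing the data, 8 were higher and 1338 lower. Of the 7 *UTP* genes labelled in Fig. 5C, 5 passed: *UTP2*, *UTP7*, *UTP9*, *UTP11* and *UTP16*. *UTP16* had between 3 and 8 counts in the mid log libraries, so its level there is poorly determined. *UTP4* and *UTP5* had unadjusted p-values of 0.0715 and 0.0513 in edgeR's quasi-likelihood test. Both passed without mid log A, where 7 of the 7 labelled genes did. In mid log A *UTP5* was at 37.3 CPM (counts scaled to the normalized size of the library), against 2.41 and 2.55 in mid log B and C, the last 2 being below every late log library.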

To assess the variability among all subphases, our first step was to perform a principal component analysis. We found that 81% of the variance was explained by PC1. 

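The principal component analysis was repeated on the counts of the 9 libraries after DESeq2's variance-stabilizing transformation, over the 500 genes that varied most. PC1 held 90.7% of the variance and PC2 5.39%. Over all 6014 genes that passed the filter on low counts, PC1 held 78.2% and PC2 9.64%. When each library was left out in turn, the share of PC1 ranged from 87.9% to 93.7%.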

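On PC1, early log A and B had scores of -48.6 and -46.7, and early log C had -25.9. Mid log A, at -6.46, lay between the early log libraries and mid log B and C, which had 31.5 and 33.4. The late log libraries had scores of 20.1, 24.0 and 18.7, below those of mid log B and C. On PC2, early log C and mid log A had the highest scores, 11.3 and 15.2, and the other libraries ran from -7.88 to 1.00. Early log C was also the only early log library sequenced in run 3. These are values of single libraries and were not tested.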

Interestingly, we saw that two replicates deviated from the other replicates in their sample group (early log C and mid log A) (Fig. 5B). This disparity was also noticeable in the heatmap of differentially expressed genes (DEGs; Fig. 5A). 

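Z scores were computed from log2 normalized counts over the 4534 genes that differed in any of the comparisons. For the 2331 of these genes that were lower in late than in early log, the mean Z score was 1.20 in early log A, 1.17 in early log B and 0.79 in early log C. In mid log A it was 0.21, with a standard deviation of 0.69 across genes, against -0.76 and -0.87 in mid log B and C. The late log libraries had means of -0.56, -0.68 and -0.51. For the 1963 genes that were higher in late log, mid log A had a mean of -0.22 and mid log B and C had 0.71 and 0.81. The genes were chosen by the contrast of early and late log, which fixes the side on which those libraries fall. It does not fix the position of the mid log libraries.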

Even though each subphase was harvested in a smaller OD_600_ range when compared to a conventional log phase, there was still some variability in OD_600_ between each triplicate in the subphases. The two aforementioned samples were on the upper and lower limit of the OD_600_ range for early and mid log, respectively.

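Fig. 6A prints an OD600 of 0.32 for early log C and 0.6 for mid log A. The first is above the range that the methods give for early log and within the range given in the results. Mid log A was sequenced in run 2 together with mid log B and C, so its distance from those libraries is not a difference between runs. The same cannot be said of early log C, which was in another run than early log A and B.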

Interestingly, we observed that even small differences in harvest time influenced transcriptomic landscape between each individual sample. This was once again more pronounced in the earlier subphases. 

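The distance between libraries was taken as the Euclidean distance of the variance-stabilized counts over all expressed genes. Within early log the mean of the 3 pairwise distances was 40.0 ± 22.3 (SD), within mid log 62.3 ± 36.9 (SD) and within late log 23.0 ± 5.20 (SD). The spread in the earlier subphases came from a single library in each. Early log A and B lay 14.4 apart and mid log B and C 19.7 apart, both within or below the 17.1 to 26.6 found among the late log libraries. Early log C lay 52.9 from early log A and B on average, and mid log A lay 83.5 from mid log B and C. With 3 libraries per subphase these differences were not tested.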

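Between subphases, the mean of the 9 pairwise distances was 108 ± 29.4 (SD) from early to mid log, 104 ± 11.9 (SD) from early to late log and 57.8 ± 7.06 (SD) from mid to late log. The distances within early and within late log were smaller than each of these means. The mean within mid log was larger than that from mid to late log. Mid log A lay 82.7 and 84.4 from the other mid log libraries, farther than any mid log library lay from any late log library, where the distances ran from 48.7 to 70.6.

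**Figure D1:**
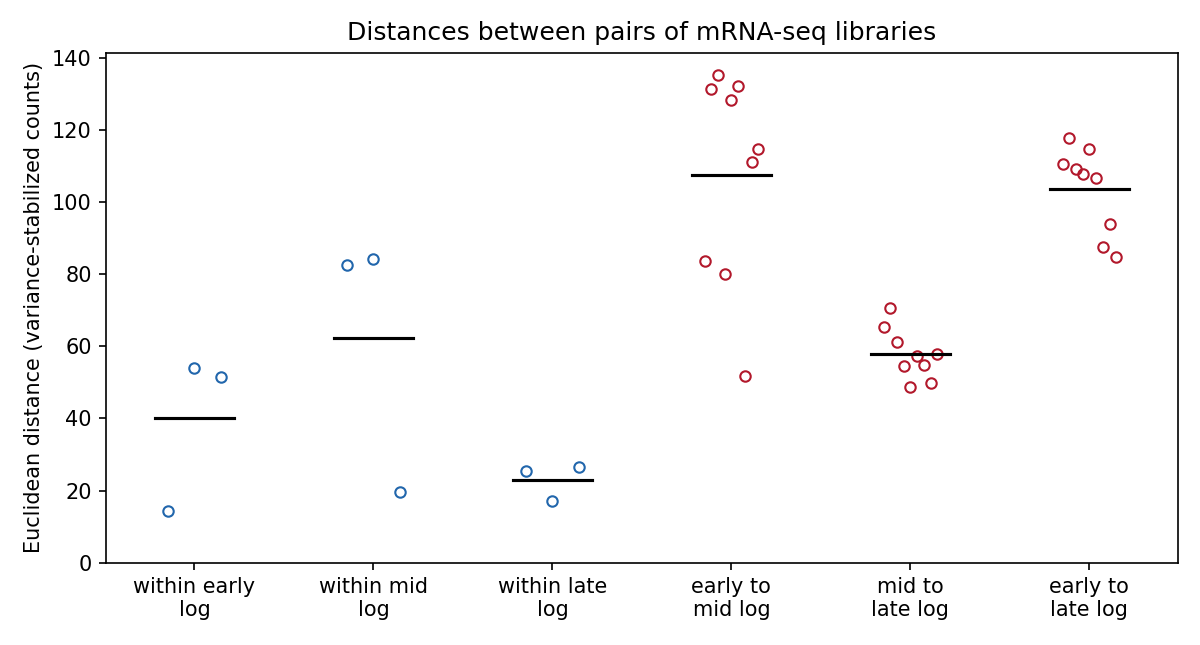
Each circle is the Euclidean distance between a pair of mRNA-seq libraries, computed on variance-stabilized counts over all expressed genes, and each black line is the mean. Within subphases (blue) there are 3 pairs and between subphases (red) 9 pairs. The larger distances within mid log, 82.7 and 84.4, are those of mid log A.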

Even though the changes between individual samples are less pronounced than those between the subphases, they illustrate the complexity of the conventional yeast log phase.

In order to discern what pathways are significantly up- or downregulated between the subphases, we next performed gene set enrichment analysis (GSEA) on differentially expressed genes. 

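The gene sets of the paper's enrichment analysis were not used here. A list of 122 tested genes of rRNA processing and ribosome assembly, written before the data were examined and without *UTP1-16*, was tested with limma's camera at a preset correlation of 0.01. The list was lower in mid than in early log (adjusted p = 3.87e-06 by limma's camera, over 24 tests of 8 lists), with a median log2 fold change of -1.27 against -0.12 for all genes. Of its genes 102 had a negative log2 fold change. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 61 were lower and 8 higher past the threshold. Neither limma's fry (adjusted p = 0.0668) nor camera with the correlation estimated from these libraries (adjusted p = 0.773 by limma) kept the call after adjustment. The rRNA processing term of the reference annotation, with 72 tested genes, had a median log2 fold change of -0.97 and an adjusted p of 0.00714 among 582 terms. It ranked 51 among the terms that fell.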

Among the pathways of downregulated genes in mid log (when compared to early log) is rRNA processing (Fig. 5C). Namely, in the downregulated rRNA processing pathway, there were *UTP* genes which are essential for rRNA processing (17).

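Of *UTP1-16*, which encode parts of the small subunit processome, 10 genes differed between early and mid log past the adjusted threshold and 11 when adjusted over the list alone. Of the 10, 9 were lower in mid log and *UTP10* was higher. The median log2 fold change of the 16 genes was -1.85, and 14 were below 0. As a set they were lower in mid log by limma's camera (adjusted p = 0.00407). The call did not hold by fry (adjusted p = 0.0599 by limma) or with an estimated correlation (adjusted p = 0.773 by limma). *UTP9* (YHR196W, chromosome VIII, 491931 to 493658) fell from 59.3 ± 22.8 to 7.60 ± 3.33 CPM (SD, n = 3). Its log2 fold change was -2.95 with a standard error of 0.46, derived from the F statistic, and an adjusted p of 0.0135 in edgeR's quasi-likelihood test. *UTP11* (YKL099C, chromosome XI, 255720 to 256472) had a log2 fold change of -3.73 with a standard error of 0.78 and an adjusted p of 0.0145. Its early log level was uneven, at 23.0, 20.6 and 3.09 CPM in A, B and C, against 0.785 to 1.67 in mid log. *UTP5* (YDR398W, chromosome IV, 1267471 to 1269402) had -2.46 with a standard error of 1.05 and did not pass (adjusted p = 0.0925). With DESeq2's test *UTP5* had -2.38 and passed (adjusted p = 0.0150). Its level in mid log was 14.1 ± 20.1 CPM (SD, n = 3), against 77.9 ± 21.3 (SD, n = 3) in early log. *UTP10* (YJL109C, chromosome X, 212000 to 217309) rose by 1.05 with a standard error of 0.23 and an adjusted p of 0.0153. *UTP1* and *UTP15* did not pass, with log2 fold changes of 0.42 and -0.03. The sign of *UTP1* changed under library totals, to -0.31, and that of *UTP15* with DESeq2's size factors, to 0.11. Both settings rescale whole libraries, so they move all genes together. Without early log A, early log B, mid log B or mid log C 0 of the 16 genes passed, with 8 or 9 when adjusted over the list alone, and without mid log A 14 did. Under library totals 9 genes were lower and 0 higher past the threshold. With DESeq2 13 of the 16 genes passed, and with all 9 libraries in one fit 12 did.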

### rRNA processing decreases prior to exit from exponential growth phase

To confirm our mRNA-seq results, we performed qRT-PCR to detect the expression of UTP genes. We chose to target genes *UTP5*, *UTP9*, and *UTP11* because they are required for efficient rRNA processing (17). Additionally, *UTP5* and *UTP9* have been shown to also impact transcription efficiency and have therefore been dubbed t-*UTPs* (*UTP* required for transcription) (17). The mRNA-seq results show a continuous decrease in *UTP* gene expression as cells progress through log phase (Fig. 6A). Therefore, we examined *UTP5*, *UTP9*, and *UTP11* expression via qRT-PCR in all three subphases.

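CPM values of *UTP1-16*, normalized over the 9 libraries together, gave means that fell from early to mid and again from mid to late log in 10 of the 16 genes. In 4 genes the mean was lower in mid than in late log. Every mid log library was below every early log library in 12 genes, and every late log library was below every early log library in 13. Every late log library was below every mid log library in 3 genes. *UTP5* reached 4.67 ± 1.24 CPM in late log, *UTP9* 6.48 ± 1.95 and *UTP11* 1.97 ± 0.522 (SD, n = 3), where *UTP11* had been at 1.15 ± 0.467 (SD, n = 3) in mid log. *UTP10* went from 261 ± 9.06 to 535 ± 106 and back to 279 ± 28.5 (SD, n = 3).
Of the 15 genes tested between mid and late log, 0 passed the adjusted threshold of edgeR's quasi-likelihood test and 1 passed when adjusted over the list alone, with 2 at an unadjusted p below the threshold. *UTP5* had a log2 fold change of -1.66 (standard error 1.02, adjusted p = 0.407 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.74 without mid log A. *UTP9* had a log2 fold change of -0.35 (standard error 0.37), which was 0.01 without mid log A, and *UTP11* one of 0.65 (standard error 0.37). As a set the list did not pass by limma's camera (adjusted p = 0.0933) or fry (adjusted p = 0.42). Without mid log A 7 genes passed, 2 lower and 5 higher in late log.

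**Figure D2:**
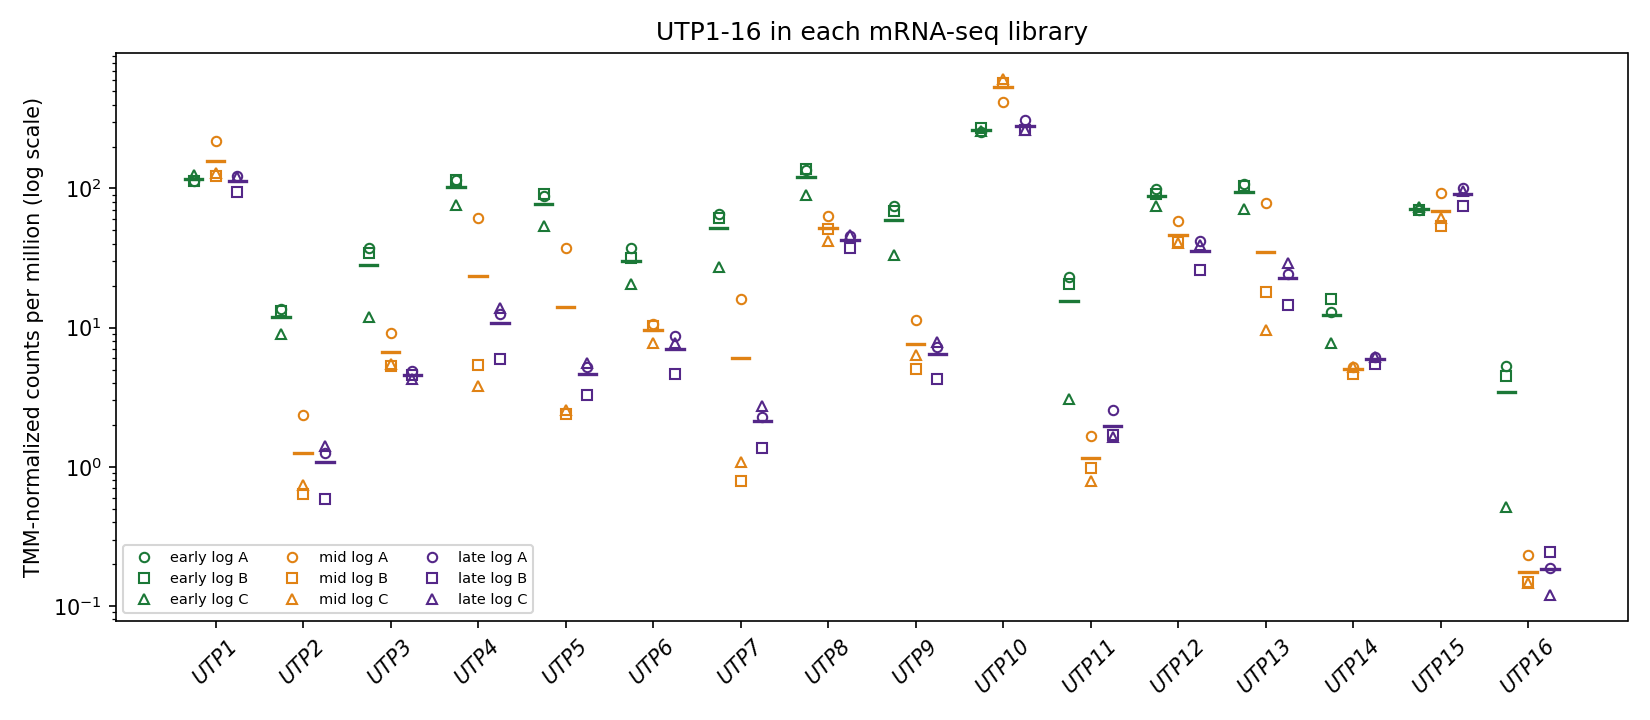
TMM-normalized CPM (log scale) of *UTP1-16* in each library of early log (green), mid log (orange) and late log (purple), where circles, squares and triangles are replicates A, B and C and each line is the mean of a subphase. Mid log A lies above mid log B and C in *UTP5*, at 37.3 against 2.41 and 2.55.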

**Fig 6:**
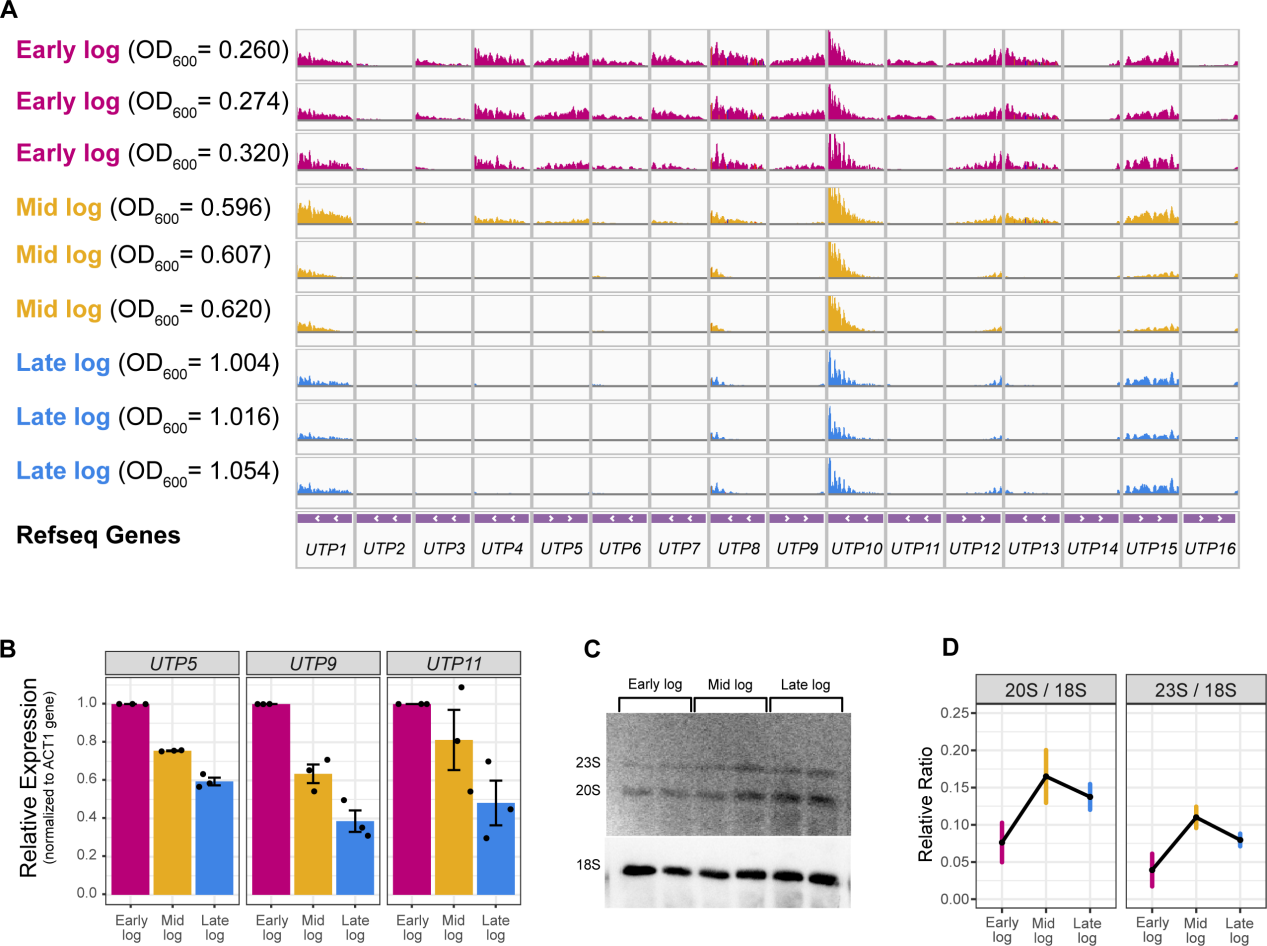
Several rRNA processing genes are downregulated prior to exit from exponential growth phase. (**A**) mRNA-seq normalized counts for *UTP1-16* were analyzed using Integrative Genomics Viewer with track range of 0–700 for all graphs. (**B**) qRT-PCR was used to validate the mRNA-seq findings between the three subphases for *UTP5*, *UTP9*, and *UTP11* genes. Delta Ct values were used to calculate relative expression (RE) where RE = 2^−ddCt^, and relative expression plotted was calculated for mid and late log with respect to early log. Error bars represent SEM for *n* = 3 biological replicates. Primers used are listed in Table 3. (**C**) Representative northern blot with all three subphases using probes for precursor rRNA (20S and 23S) and mature rRNA (18S). Biological duplicates were used for each subphase, and equal amounts of total RNA were loaded on each lane. (**D**) Relative ratio of precursor to mature rRNA. Quantification of the northern blot was performed using ImageQuant software, and precursor/mature rRNA ratios were calculated. Average ratios from two separate northern blots were plotted. Bars indicate average range of data for *n* = 2 from the two northern blots. Raw northern blots in Fig. S3. Probes used are listed in Table 4.

We saw a significant decrease in the expression of *UTP5* and *UTP9* mRNA in both mid and late log when compared to early log, which was consistent with our mRNA-seq findings (Fig. 6B). Despite the increased variability in *UTP11* gene expression, a clear downward trend was still observed (Fig. 6B). To determine whether the mRNA-seq (and qRT-PCR) results were consistent with decrease in rRNA processing, we performed northern blot analysis and probed for both precursor rRNA species (20S and 23S) and the mature 18S rRNA species.

We observed that as yeast cell cultures progress through log phase, the ratio of unprocessed pre-rRNA to mature rRNA increases significantly (Fig. 6C and D). This observation supports the predictions from mRNA-seq and shows that both Pol I transcription and pre-rRNA processing are repressed as cells progress through log phase. Interestingly and consistent with our other results in this study, the ratio of unprocessed to mature rRNA is the highest during mid log subphase.

## DISCUSSION

The observation that rRNA synthesis is decreased while cells are rapidly growing (log phase) contradicts the cellular need for ribosome biogenesis during proliferation (4, 14). This has led to investigative studies on the mechanisms that regulate said rRNA decrease which have shown that yeast cells display a quorum-sensing-like mechanism to regulate rRNA synthesis as they anticipate nutrient depletion (6). This cell density-dependent regulatory mechanism begs the question of whether the conventional yeast log phase has more complexity that has yet to be investigated. In this study, we sought to elucidate the dynamic relationship between rRNA synthesis and different subphases during log growth.

### Pol I initiation and elongation are altered in a growth-phase-dependent manner

The results obtained from our NET-seq experiments demonstrate a growth-phase-dependent control of Pol I transcription. It has previously been established that yeast metabolic and transcriptional landscape differ after the diauxic shift (18). However, within log phase, these changes remained largely unexplored. We showed that as *S. cerevisiae* cell cultures progress through log phase, Pol I occupancy on the rDNA is reduced. Further investigation of those data showed that the decrease in Pol I did not occur at any one specific locus of the 35S gene. Rather, the decrease in the polymerase’s occupancy can be observed at similar levels throughout the spacer regions (Fig. 2 and 3). The observed overall reduction in Pol I occupancy can be influenced by various factors, including the activity or abundance of key transcription factors, changes in chromatin modifications, or altered expression of the polymerase itself. It is unlikely that chromatin accessibility is a driver of the observed regulation since previous studies have shown that rDNA transcription can be regulated in a chromatin-independent manner and that the rate of rRNA synthesis remains stable even in strains with mutations in chromatin modifiers (19, 20). Additionally, our mRNA-seq data (Tables S1 to S3) indicate no significant changes in the expression of Pol I subunit genes across different subphases. Therefore, we propose that the simplest explanation for the observed Pol I occupancy on rDNA is that (i) Pol I transcription initiation is decreased leading to an overall decreased number of polymerases transcribing the template, and/or (ii) Pol I transcription elongation is affected by premature disengagement of the polymerase leading to an overall decrease in processivity.

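Of the 14 genes that encode Pol I subunits, 8 differed between early and mid log in edgeR's quasi-likelihood test, over all genes tested and also when adjusted over the list alone. Lower in mid log were *RPA43*, *RPA34*, *RPC19* and *RPB5*, and higher were *RPA135*, *RPA14*, *RPC40* and *RPB8*. *RPA43* (YOR340C, chromosome XV, 959202 to 960182) went from 60.0 ± 8.62 to 7.32 ± 10.2 CPM (SD, n = 3), a log2 fold change of -3.02 (standard error 1.01, adjusted p = 0.0458 in edgeR's quasi-likelihood test). *RPA34* (YJL148W, chromosome X, 140437 to 141138) had a log2 fold change of -1.92 (standard error 0.41, adjusted p = 0.0148 in edgeR's quasi-likelihood test). *RPA135* (YPR010C, chromosome XVI, 577585 to 581196) rose by 1.22 (standard error 0.26, adjusted p = 0.0146 in edgeR's quasi-likelihood test). *RPC19* and *RPB5* had log2 fold changes of -1.87 and -1.89.
The calls depended on the scaling and on base composition. *RPA14*, which overlaps YDR157W on the same strand by 8 bases, rose by 0.85 and changed sign to -0.38 once the trend with GC content was removed. *RPC40* and *RPB8* rose by 0.77 and 0.79 and had -0.06 and -0.05 under library totals, which were chosen after seeing the data. That scaling moved the median gene from -0.12 to -0.89, so these changes of sign follow a shift of all genes. With library totals 5 genes passed, 5 lower and 0 higher in mid log. With the GC trend removed 5 passed, 2 lower and 3 higher. Without early log A, early log B, mid log B or mid log C 0 passed, without early log C 4 did and without mid log A 11 did.
Between mid and late log 0 of the 14 passed, with 4 at an unadjusted p below the threshold. Without mid log A 8 passed. Between early and late log 10 passed, and also 10 when adjusted over the list alone, with 4 lower and 6 higher in late log. In that fit *RPA43* had a log2 fold change of -4.47 and *RPB8* of 1.33. With the sequencing run as a term 7 passed, 2 lower and 5 higher, with early log C alone carrying the contrast within a run. The 14 genes moved in both directions, and as a set they did not pass in mid against early log (adjusted p = 0.836 by limma's camera) or in late against early log (adjusted p = 0.906). The paper's own tables list *RPB5* with a log2 fold change of -1.80 and an adjusted p of 0.00372 from DESeq2, and *RPA14* with 0.97 and 0.0033, in mid against early log.

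**Figure D3:**
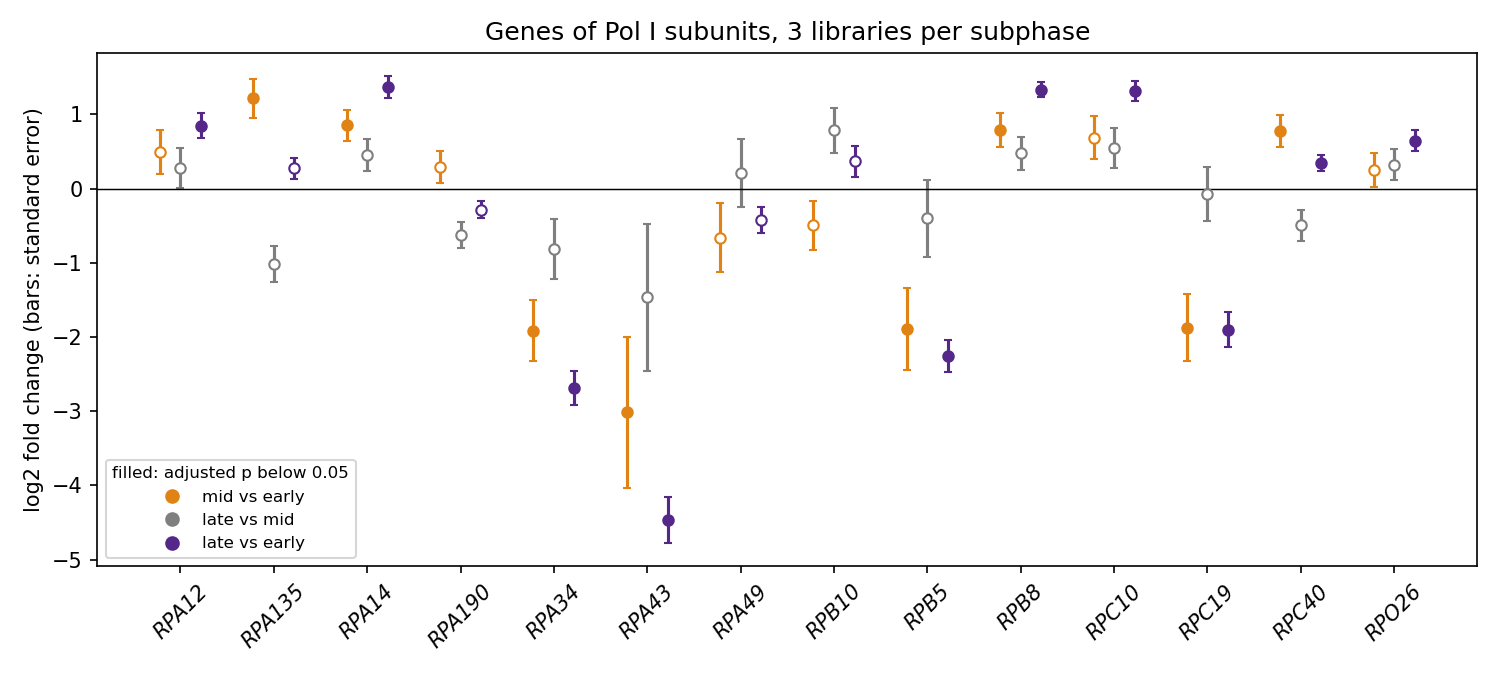
Log2 fold change of each of the 14 Pol I subunit genes in mid over early (orange), late over mid (gray) and late over early log (purple), with bars for the standard error and filled circles for genes past the adjusted threshold. *RPA43* has the lowest value in late over early log, -4.47, and the signs of *RPA14*, *RPC40* and *RPB8* in mid over early log change under other scalings or a GC correction.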

Additionally, the analysis of the sequence preference of Pol I occupancy revealed that this too was altered between the subphases. More specifically, we see that Pol I pausing preference at G residues increases in the later subphases (Fig. 4A through C). Notably, this G preference at high-occupancy positions has not been observed in previous studies (8). Published WT Pol I NET-seq results were performed on *S. cerevisiae* samples harvested at an OD_600_ equivalent to what is described in this study as early log phase. Concurrently, Pol I *spt4*∆ NET-seq data, in which Pol I processivity is compromised, showed an increase in G residue preference pausing by the polymerase (7). These observations substantiate our findings that, in the later subphases, there is an increase in Pol I preferential pausing at G residues as well as a putative decrease in transcription processivity. The regulatory mechanism by which yeast cells regulate transcription elongation in anticipation of nutrient deprivation is yet to be elucidated.

### *Saccharomyces cerevisiae* cultures anticipate nutrient depletion

Ribosome biogenesis is an energetically demanding cellular process that is regulated on multiple levels (14). It is not surprising that *S. cerevisiae* decreases the synthesis of rRNA in culture conditions with low nutrient availability (stationary phase). In fact, rRNA synthesis decrease has been observed even prior to entry to stationary phase (4, 6). However, the mechanism for controlling the reduction in rRNA production is not fully understood. In this study, we compared three log subphases and found that most of the changes in Pol I transcription properties occurred between early and mid log phase (Fig. 2A through C). These results are consistent with the observation that rRNA synthesis decreases before the diauxic shift, at which point glucose is depleted and cells switch to ethanol as their carbon source (4, 6). In fact, the data presented here suggest that the repression of Pol I transcription occurs much earlier than the switch to a post-diauxic state since all subphases in this study are in a pre-diauxic state. These findings suggest that even when yeast cells are rapidly dividing, ribosome biogenesis is tightly controlled to be able to adapt to pending nutrient limitation.

### Pre-diauxic shift decrease in rRNA synthesis is associated with both altered Pol I transcription and altered rRNA processing

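Genes to name were chosen by a rule set before the data were examined, as the largest rises and falls among well expressed genes past the adjusted threshold whose groups did not overlap. Between early and mid log these were *NOP7*, *MAK21* and *TPM1*, which fell, and *GIT1*, *PHO12* and *OPI3*, which rose. Each of them passed in only 2 of the 6 fits that left out one library. *TPM1* was at 204, 204 and 19.0 CPM in early log A, B and C, against 7.11 to 17.1 in mid log. Its fall therefore rests mostly on early log A and B, which were in run 1. *NOP7*, a factor of large subunit assembly, had a log2 fold change of -4.20 (standard error 0.81), and *GIT1* one of 3.75 (standard error 0.35). *PHO12* rose by 3.23, but *PHO11* matches 100% of its bases at 97% identity or more, and how reads placed at a single site divide between the 2 genes was not tested. Between mid and late log the falls were in *PHO12*, *PHO84* and *PHO5* and the rises in *THI7*, *DAD4* and *THI20*. Of the 6 fits that left out one library, *PHO12* and *PHO84* passed in 3. *PHO5*, *THI7*, *DAD4* and *THI20* each passed in 1. *THI7* had a log2 fold change of 2.14 (standard error 0.20, adjusted p = 0.0144 in edgeR's quasi-likelihood test). Between early and late log *SHE10*, *PUB1* and *NPA3* fell and *HXK1*, *HSP10* and *MFA1* rose. *SHE10* had a log2 fold change of -5.78 (standard error 0.29, adjusted p = 3.2e-05 in edgeR's quasi-likelihood test), and passed in each of the 6 fits that left out one library. *HXK1*, which encodes a hexokinase, had a log2 fold change of 3.25 (standard error 0.48).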

Investigation of the transcriptomic landscape between all the subphases revealed an array of differentially expressed genes between each sample (Fig. 5A). GSEA showed that rRNA processing is among the downregulated pathways in the latter subphases (Fig. 5C). 

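In late against early log the rRNA processing list, without *UTP1-16*, had a median log2 fold change of -1.77 (adjusted p = 2.51e-09 by limma's camera), with 100 genes lower and 8 higher past the threshold. The call held by fry (adjusted p = 0.0235 by limma) but not with the estimated correlation. In late against mid log its median was -0.48 and 105 of 121 genes were lower (adjusted p = 2.53e-05 by limma's camera), but 0 passed the adjusted threshold gene by gene, with 26 at an unadjusted p below it. Neither fry (adjusted p = 0.289 by limma) nor the estimated correlation kept that call, and camera lost it without mid log A. The rRNA processing term of the reference annotation had a median of -1.34 in late against early log.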

Among the downregulated genes involved in rRNA processing are *UTP* genes, which are part of the ribosomal small subunit processome. 

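In late against early log 13 of *UTP1-16* were lower past the threshold and 0 were higher, and 13 passed when adjusted over the list alone. Their median log2 fold change was -2.40, and the set passed by limma's camera (adjusted p = 0.00132) and fry but not with the estimated correlation. *UTP5* had a log2 fold change of -4.11 (standard error 0.29, adjusted p = 5.2e-05 in edgeR's quasi-likelihood test), *UTP9* of -3.24 and *UTP11* of -3.03. Each passed in all 6 fits that left out one library. In *UTP11*, however, early log A and B, in run 1, were at 23.0 and 20.6 CPM and early log C at 3.09. The late log libraries, in run 3 with early log C, were at 2.57, 1.70 and 1.64 CPM. Much of the fall of *UTP11* thus separates early log A and B from early log C as well. With the sequencing run as a term in a fit of the 9 libraries, where early log C alone carries the contrast within a run, 7 of the 16 genes passed and the median was -1.43. The paper takes the lower levels of *UTP5*, *UTP9* and *UTP11* mRNA in mid and late log together with its qRT-PCR and northern blots (Fig. 6A through D), and proposes from these a decrease in rRNA processing.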

Previous literature suggests that several of the *UTP* genes are essential for rRNA processing (17). Additionally, some Utps are also required for efficient Pol I transcription (named t-UTPs). Consistent with these findings, we found that a decrease in *UTP5*, *UTP9*, and *UTP11* mRNA in mid and late log is consistent with a decrease in rRNA processing (Fig. 6A through D). Moreover, the decrease in rRNA processing regulation occurs in the initial stages of log phase as observed by our results comparing early and mid log (Fig. 6B through D).

Previous literature suggests that yeast rRNA processing is altered prior to the transition from exponential to stationary growth phase (i.e., pre-diauxic shift) (21, 22). More specifically, rRNA processing pathway is rapidly altered from A2 to A3 cleavage prior to entry into stationary phase. Consequently, there is an observable accumulation of 23S pre-rRNA with the switch to A3 cleavage pathway. Interestingly, we see an increase in both 20S and 23S precursor rRNA in the later subphases. This increase is more prominent in mid log and abated in late log subphase. The increase of both 20S and 23S suggests another putative regulation of rRNA processing other than just the shift from A2 to A3 cleavage; perhaps an overall decrease in rRNA processing efficiency early in log phase. However, it is important to note that the change in 20S signal was more variable than that of 23S signal. Alongside altered Pol I transcription, these findings can offer a better insight into how rRNA synthesis decreases in rapidly growing yeast cells.

### Small variance in OD_600_ within log phase influences transcriptomic landscape

Finally, in this study, we observed a very high sensitivity to harvest time on the transcriptomic landscape of *S. cerevisiae*. As is to be expected of any RNA-seq experiment, changes in sample conditions result in many DEGs. Interestingly, these DEGs were observed not just between subphases but also within each subphase. In particular, it was notable that the transcriptomic landscape of the early log sample with the highest OD_600_ was more similar to the mid log sample with the lowest OD_600_. This is indicative of highly dynamic gene expression in concordance with log phase progression. 

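Single libraries allow no test of differential expression, so the replicates of each subphase were compared with the noise that sampling of reads alone would give. The chi-square statistic per degree of freedom, which sampling alone holds near 1, was 9.09 for early log A and B, 519 for A and C and 462 for B and C. In mid log it was 17.7 for B and C, 714 for A and B and 681 for A and C. Late log gave 17.9 to 40.4. At these depths the statistic also rises with ordinary biological differences between cultures.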

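Early log C lay 51.7 from mid log A in variance-stabilized counts. Relative to its mean distance to early log A and B the difference was -1.12, smaller in size than the standard deviation of 1.82 between the distances to A and to B. The order changed with the scale: with log2 CPM early log C lay 0.74 farther from mid log A than from its own replicates (SD 2.13). It lay closer to mid log A over the 500 most variable genes, with a difference of -6.40 (SD 1.12), with 1 minus Spearman's correlation as the distance, with -0.0211 (SD 0.00382), and with the length trend removed, with -1.45 (SD 1.88). Each SD is that between the distances to early log A and to early log B. From the side of mid log A the order was the same on every scale. Mid log A lay 51.7 from early log C and on average 83.5 from mid log B and C in variance-stabilized counts. These comparisons rest on single libraries and were not tested.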

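For each library the level of *UTP1-16* was expressed as a percentage of the early log mean of the gene, and the median was taken over the genes. It was 114% in early log A, 114% in B and 71.7% in C. In mid log A it was 45.2%, and in mid log B and C 18.9% and 15.2%. The late log libraries had 21.7%, 15.6% and 20.6%, so mid log B lay within their range and mid log C below it. Mid log A was above mid log B and C in 14 of the genes, and early log C was below early log A and B in 13.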

Notably, the aforementioned *UTP* genes’ expression showed a decreasing pattern that is sensitive to small changes in harvest time (Fig. 6A).

One consideration when examining cell population gene expression is cell cycle. It has been well characterized that cell cycle state highly affects gene expression and vice versa (23). In this study, the yeast cell populations were not synchronized, and therefore, the cell populations within each subphase sample were heterogenous with respect to cell cycle stages. Consequently, we are most likely underestimating the gene expression changes between each individual sample because we analyzed an average with respect to gene expression that is affected by cell cycle. It is plausible that synchronized yeast cell populations would show an even higher degree of sensitivity to the time of harvest with respect to gene expression profiles. Nonetheless, these results show that small cell density changes within log growth phase of yeast result in a significantly altered transcriptomic landscape, including expression of genes involved in rRNA synthesis control as previously discussed here.

In conclusion, this study demonstrates growth-phase-dependent control of rRNA synthesis that is associated with the regulation of both Pol I transcription initiation and elongation, as well as pre-rRNA processing. The regulatory mechanisms explored here support the hypothesis that these cells anticipate nutrients deprivation and regulate ribosome synthesis accordingly. Additionally, transcriptomic landscape, including that of genes that impact rRNA synthesis, is highly sensitive to small changes in yeast cell population. Together, these data demonstrate that ribosome synthesis is highly dynamic and responsive to even small changes in cell growth and metabolic state. It will be interesting to evaluate changes in rRNA synthesis in the presence of other stimuli that perturb or promote cell growth.

## MATERIALS AND METHODS

### Strains and media

We used a wild-type *Saccharomyces cerevisiae* strain with HA tag on Rpa135: *MATa ade2-1 ura3-1 trp1-1 leu2-3,112 his3-11 can1-100 RPA135-(HA)3-(His)7::TRP1.*

All experiments were performed in YPD media containing 10% yeast extract, 20% peptone, and 2% glucose. Cells were grown at 30°C with nutation until the desired OD_600_ measure using GENESYS 30 Visible Spectrophotometer.

### NET-seq protocol

Wild-type yeast was grown in YPD until the desired OD_600_ of 0.25–0.4, 0.5–0.7, and 0.8–1.0 for early log, mid log, and late log growth phase, respectively. NET-seq protocol was performed in its entirety as described previously (7, 11), except that the detergent concentration was optimized in the lysis buffer (20 mM Tris Cl [pH 7.9], 1.6% Triton X-100, 0.35% NP-40, 100 mM NH_4_Cl, 5 mM EDTA Na [pH 8.5], 1× HALT Protease Inhibitor, 25 U/mL RiboLock RNase Inhibitor) and wash buffer (20 mM Tris Cl [pH 7.9], 1.6% Triton X-100, 0.35% NP-40, 300 mM KCl, 50 mM EDTA Na [pH 8.5], 25 U/mL RiboLock RNase Inhibitor).

In brief, cells were cryogenically harvested and lysed. Pol I was immunoprecipitated with HA-beads, and RNA was extracted. UMI linker was ligated on the RNA and then fragmented. RNA was reverse transcribed, and gel size selection was used to remove unused linker and primer. cDNA was circularized and then amplified using primers specific to each sample (listed on Table 1).

**TABLE 1:** Library amplification primers for NET-seq^*a*^

Sample	Forward primer	Reverse primer	Run #
Early log replicate 1	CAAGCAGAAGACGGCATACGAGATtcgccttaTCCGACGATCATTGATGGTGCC	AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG	3
Early log replicate 2	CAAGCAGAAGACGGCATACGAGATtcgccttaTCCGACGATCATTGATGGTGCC	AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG	1
Early log replicate 3	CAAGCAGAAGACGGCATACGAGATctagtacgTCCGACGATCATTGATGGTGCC	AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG	1
Mid log replicate 1	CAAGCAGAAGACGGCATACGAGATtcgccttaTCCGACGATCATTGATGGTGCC	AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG	2
Mid log replicate 2	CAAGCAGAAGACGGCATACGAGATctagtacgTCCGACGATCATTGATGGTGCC	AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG	2
Mid log replicate 3	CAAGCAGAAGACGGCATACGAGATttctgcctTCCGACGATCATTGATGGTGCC	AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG	2
Late log replicate 1	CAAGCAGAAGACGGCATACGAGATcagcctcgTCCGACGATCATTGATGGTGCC	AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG	3
Late log replicate 2	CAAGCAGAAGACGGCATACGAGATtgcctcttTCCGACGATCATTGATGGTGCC	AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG	3
Late log replicate 3	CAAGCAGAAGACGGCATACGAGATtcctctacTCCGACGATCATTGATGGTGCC	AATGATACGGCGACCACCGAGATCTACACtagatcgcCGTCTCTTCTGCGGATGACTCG	3

^*a*^ All samples were amplified using the same reverse primer and different primers when sequenced on the same run. All primers are listed in the 5′ to 3′ direction.

### Sequencing and data analysis

Libraries were sequenced utilizing the Illumina NovaSeq6000 according to manufacturer’s instructions. Data analysis was performed as described previously (7, 11).

In brief, reads were deduplicated using Fqtrim (version 0.9.7) with parameter “-C,” and adapters were trimmed using Cutadapt (version 3.4-GCCcore-10.3.0). More specifically, Cutadapt “-g -no-indels” option was used to trim 5*'* sequence (5′-AGNNNNNNNNTG-3′), and “-a -no-indels” option was used to trim 3*'* sequence (5′-CTGTAGGCACCAT-3′). Reads were then aligned to the *S. cerevisiae* R64-1-1 genome assembly (GenBank assembly: GCA_000146045.2) using STAR (version 2.7.3a-GCC-6.4.0–2.28) with “-alignIntronMax” option set to 1. Aligned BAM files were sorted and indexed using SAMtools (version 1.12-GCC-10.2.0) and converted to BED files using BEDTools (version 2.28.0-foss-2018b). BEDTools was also used to generate coverage files using the “genomecov” function and parameters “-d −5 -stand +” and “-d −5 -stand -” for plus and minus strands, respectively. The resulting count tiles were further processed for statistical analysis and visualization using R (version 4.4.0) and Rstudio (version 2024–04-24) with both base R base functions, ggplot2 (version 3.5.1) and/or DiffLogo (version 2.28.0).

The raw sequence data have been added to NCBI’s Gene Expression Omnibus (24) and can be found under the GEO series accession number GSE268167.

### mRNA-seq

#### Cell harvest and RNA extraction

Wild-type yeast was grown in YPD until the desired OD_600_ of 0.2–0.3, 0.5–0.7, and 0.8–1.0 for early log, mid log, and late log growth phase, respectively. Cells were harvested at the indicated ODs by pelleting. Pellets were washed with DI H_2_O once and resuspended in TES (10 mM Tris Cl [pH 7.5], 1% SDS, 10 mM EDTA [pH 8.5]). Total RNA was extracted via hot acidic phenol (pH 4.3) extraction at 65°C, followed by 5 minutes on ice and removal of the aqueous layer. Two extra acidic phenol extraction and two chloroform extractions were performed at room temperature. The final aqueous layer containing the RNA was combined with 1 mL of salty ethanol (1 M ammonium acetate, 95% ethanol) and precipitated at −80°C for at least 8 hours. Samples were then centrifuged at 16,000 × *g* for 1 hour at 4°C. RNA pellets were washed twice with 750 µL 75% ethanol, air dried, and then resuspended in 100 µL of DI H_2_O (depending on the sample, this volume had to be adjusted since some samples contained a large amount of RNA). RNA purity and concentration were determined via spectrophotometry (NanoDrop ND-1000 Spectrophotometer).

#### Library prep

Library prep was performed using NEBNext Poly(A) mRNA Magnetic Isolation Module (cat. E7490S), NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (cat. E7760S), and NEBNext Multiplex Oligos for Illumina (Dual Index Primers Set 1) (cat. E7600S). The index primers used for each specific sample are listed in Table 2. mRNA-seq protocol was performed according to manufacturer’s instructions.

**TABLE 2:** Library amplification primer sequences for mRNA-seq^*a*^

Sample	Forward primer	Reverse primer	Run #
Early log replicate 1	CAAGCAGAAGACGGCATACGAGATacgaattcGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T	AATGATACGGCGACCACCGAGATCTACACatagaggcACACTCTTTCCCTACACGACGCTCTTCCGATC*T	1
Early log replicate 2	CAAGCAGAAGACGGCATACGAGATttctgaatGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T	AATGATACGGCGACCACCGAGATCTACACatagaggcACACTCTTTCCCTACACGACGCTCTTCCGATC*T	1
Early log replicate 3	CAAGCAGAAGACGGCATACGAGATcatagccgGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T	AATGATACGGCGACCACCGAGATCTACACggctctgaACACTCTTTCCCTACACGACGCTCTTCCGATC*T	3
Mid log replicate 1	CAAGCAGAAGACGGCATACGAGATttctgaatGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T	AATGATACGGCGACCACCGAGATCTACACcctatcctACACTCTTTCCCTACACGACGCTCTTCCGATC*T	2
Mid log replicate 2	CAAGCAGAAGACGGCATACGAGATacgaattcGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T	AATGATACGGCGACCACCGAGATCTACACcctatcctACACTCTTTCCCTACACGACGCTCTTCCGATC*T	2
Mid log replicate 3	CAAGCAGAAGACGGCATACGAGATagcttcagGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T	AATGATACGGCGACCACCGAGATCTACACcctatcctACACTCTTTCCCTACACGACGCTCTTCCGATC*T	2
Late log replicate 1	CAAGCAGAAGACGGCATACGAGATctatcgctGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T	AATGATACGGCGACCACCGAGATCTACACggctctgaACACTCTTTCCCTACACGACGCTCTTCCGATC*T	3
Late log replicate 2	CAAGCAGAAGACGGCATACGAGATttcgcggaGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T	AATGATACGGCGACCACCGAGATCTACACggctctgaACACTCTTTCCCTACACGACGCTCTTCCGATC*T	3
Late log replicate 3	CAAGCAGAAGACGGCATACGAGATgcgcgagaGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T	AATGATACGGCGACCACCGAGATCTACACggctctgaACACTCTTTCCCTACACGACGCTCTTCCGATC*T	3

^*a*^ All samples were amplified using different primer combinations when sequenced on the same run. All primers are listed in the 5′ to 3′ direction.

#### Data analysis

Libraries were single-end sequenced using the Illumina NextSeq500 according to manufacturer’s instructions. Reads were first aligned to the *Saccharomyces cerevisiae* genome assembly R64-1-1 (GenBank assembly: GCA_000146045.2 [25]) using STAR (version 2.7.3a-GCC-6.4.0-2.28). Feature counts were determined using HTseq (version 2.0.3). Differential expression was calculated using DESeq2 (version 1.44.0). Gene set enrichment analysis was performed using WebgestaltR (version 0.4.6). All graphs were created using RStudio (version 2024-04-24, R version 4.4.0) with R base functions, DESeq2, enhancedvolcano (version 1.22.0), and/or pheatmap (version 1.0.12).

The raw sequence data have been added to NCBI’s Gene Expression Omnibus (24) and can be found under the GEO series accession number GSE268168. In addition, fold change and normalized counts are provided for each two-way comparison in Tables S1 to S3.

### qRT-PCR

#### Cell harvest and RNA extraction

Yeast cells were harvested, and total RNA was extracted as described above in “mRNA-seq.”

#### cDNA synthesis

cDNA synthesis was performed on 100 ng of RNA sample using the SuperScript First-Strand Synthesis system (Invitrogen cat # 18080–044). cDNA was precipitated overnight in 1 mL salty ethanol (1 M NH_4_OAc in 95% EtOH) at −80°C. Samples were centrifuged at max speed for 10 minutes at 4°C. cDNA pelleted were washed twice with 750 µL 75% ethanol, air dried, and then resuspended in 100 µL DI H_2_O.

#### qRT-PCR

qRT-PCR was prepared using PowerUp SYBR Green Master Mix (cat # A25742) and following manufacturer’s instructions. For each subphase, three biological replicates and three dilutions were made. A 96-well plate was then sealed and centrifuged at 1,000 RPM for 1 minute. Target genes were amplified using Bio-Rad CFX Opus 96 Real-Time PCR System with the following PCR conditions: 95°C 3 minutes, 95°C 10 s, 60°C 30 s, plate read, go to step 2 × 39. qRT-PCR primers are listed in Table 3.

**TABLE 3:** qRT-PCR primer sequences used^*a*^

Target gene	Forward primer	Reverse primer
*ACT1*	CGCTGGTTTCTCTCTACCTCACG	GCAGCGGTTTGCATTTCTTGTTCG
*UTP5*	CTTGCCTCAGCCACCAACTACG	CCTTGCGACGGTGCTTGATTC
*UTP9*	GCTGATCCAATCATGGCCTGTC	CTGTTGCTTGCTGTTTATTGGCGTG
*UTP11*	TTATGTGAGGACGCTGAGGC	CCCTCTGTAAGTGCTGCTTGA

^*a*^ *UTP5*, *UTP9*, and *UTP11* were the three genes of interest. *ACT1* was used as a normalization control. All sequences are listed 5′ to 3′.

### Northern blot

#### Cell harvest and RNA extraction

Yeast cells were harvested, and total RNA was extracted as described above in “mRNA-seq.”

#### Formaldehyde gel

Five micrograms of RNA sample was combined with RNA loading dye (48% formamide, 1× MOPS, 6.4% formaldehyde, 0.5 mg/mL bromophenol blue, 5% glycerol) and heated for 5 minutes at 65°C. RNA samples were run on a 0.8% agarose formaldehyde gel (5% formaldehyde, 1× MOPS) at 80 V for 2 hours 10 minutes.

#### Northern blot transfer

RNA was transferred from the agarose formaldehyde gel to a Genescreen Plus nylon membrane (cat # NEF1017001PK) using the Fisher Scientific Semidry Electroblotter (model FB-SDB-2020) for 4 hours 30 minutes at 250 mA. “Sandwich” assembly and transfer buffer selection were performed according to the manufacturer’s instructions.

#### Northern blot hybridization

Following transfer, nylon membrane was cross-linked using the UV Stratalinker 1800 at 1,200 × 100 µJ/cm^2^. The membrane was pre-hybridized in 25 mL of hybridization buffer (0.5M sodium phosphate pH 7.2, 7% SDS) for 4 hours at 65°C with rotation. The DNA probes used are listed in Table 4. Probe was boiled for 5 minutes at 95°C and then radiolabeled with γ-^32^P ATP using T4 polynucleotide kinase (NEB cat # M0201S). Labeling reaction was carried out for 2 hours at 37°C. Labeled probe was boiled for 5 minutes at 95°C and then immediately added to the pre-hybridized membrane, taking care to add it to the buffer and not directly the membrane. Hybridization was performed overnight at 65°C with rotation. Following overnight hybridization, the membrane was cooled down to 25°C with rotation over the span of 2 hours. Membrane was then washed three times using the wash buffer (40 mM sodium phosphate [pH 7.2], 1% SDS). The first wash was performed for 15 minutes at 25°C, the second wash for 10 minutes at 42°C, and the final wash for 15 minutes at 25°C. All membrane incubations were performed using the UVP HB-500 Minidizer Hybridization oven. Blot was exposed to phosphor screen overnight and then imaged using GE Typhoon Imaging systems. Quantification of band intensity was determined using ImageQuant software.

**TABLE 4:** Northern probe sequences^*a*^

Probe	Sequence
20S and 23S	GCACAGAAATCTCTCACCGT
18S	AGCCATTCGCAGTTTCACTG

^*a*^ All sequences are listed 5′ to 3′.

### Statistical statement

All statistical software used for analysis of NET-seq and mRNA-seq data are listed above, and the statistical tests performed are indicated in each figure legend. Statistical analysis of qRT-PCR data used average Ct values from biological triplicates to calculate relative expression (RE) where RE = 2^−ddCt^. In brief, the delta Ct (dCt) values were determined by normalizing the Ct values of the target genes to the Ct value of the ACT1 gene. Subsequently, these dCt values were used to calculate the ddCt for the mid and late log phases relative to the early log phase. Finally, the RE was calculated. Analysis of northern blot data was performed using the band intensity calculated using ImageQuant software. The background was subtracted using rolling ball method, and the resulting values were used to calculate precursor/product ratios. Both qRT-PCR and northern blot statistical and graphical analysis were performed using R (version 4.4.0) and R studio (version 2024-04-24).

## Data Availability

All raw blots and images are provided in supplemental materials. Sequence files have been deposited into GEO and are available under the following ascension numbers: GSE268167 for the NET-seq data set and GSE268168 for the mRNA-seq data set.

# Supplementary material for: Growth-phase-dependent control of rRNA synthesis in Saccharomyces cerevisiae
**Source:** mSphere. 2024 Oct 3;9(10):e00493-24. doi: 10.1128/msphere.00493-24
**Supplement:** Supplemental figures — Figures S1 to S3.

**Growth-phase dependent control of rRNA synthesis in *Saccharomyces cerevisiae***

**SUPPLEMENTAL FIGURES**

| **Early log** | **1** | **2** | **3** |
| --- | --- | --- | --- |
| **1** | 1.000 | 0.923 | 0.887 |
| **2** | 0.923 | 1.000 | 0.944 |
| **3** | 0.887 | 0.944 | 1.000 |

| **Mid**  **log** | **1** | **2** | **3** |
| --- | --- | --- | --- |
| **1** | 1.000 | 0.962 | 0.953 |
| **2** | 0.962 | 1.000 | 0.992 |
| **3** | 0.953 | 0.992 | 1.000 |

| **Late**  **log** | **1** | **2** | **3** |
| --- | --- | --- | --- |
| **1** | 1.000 | 0.989 | 0.988 |
| **2** | 0.989 | 1.000 | 0.987 |
| **3** | 0.988 | 0.987 | 1.000 |

0 1

**Supplementary figure 1. Spearman correlation shows similarity between biological triplicates in each subphase.** Total normalized counts for each triplicate were used to perform a Spearman correlation test. This test ranks each position from highest to lowest count and then compares said ranking between each replicate. A spearman correlation of 1 or 0 indicates 100% similarity or dissimilarity, respectively.

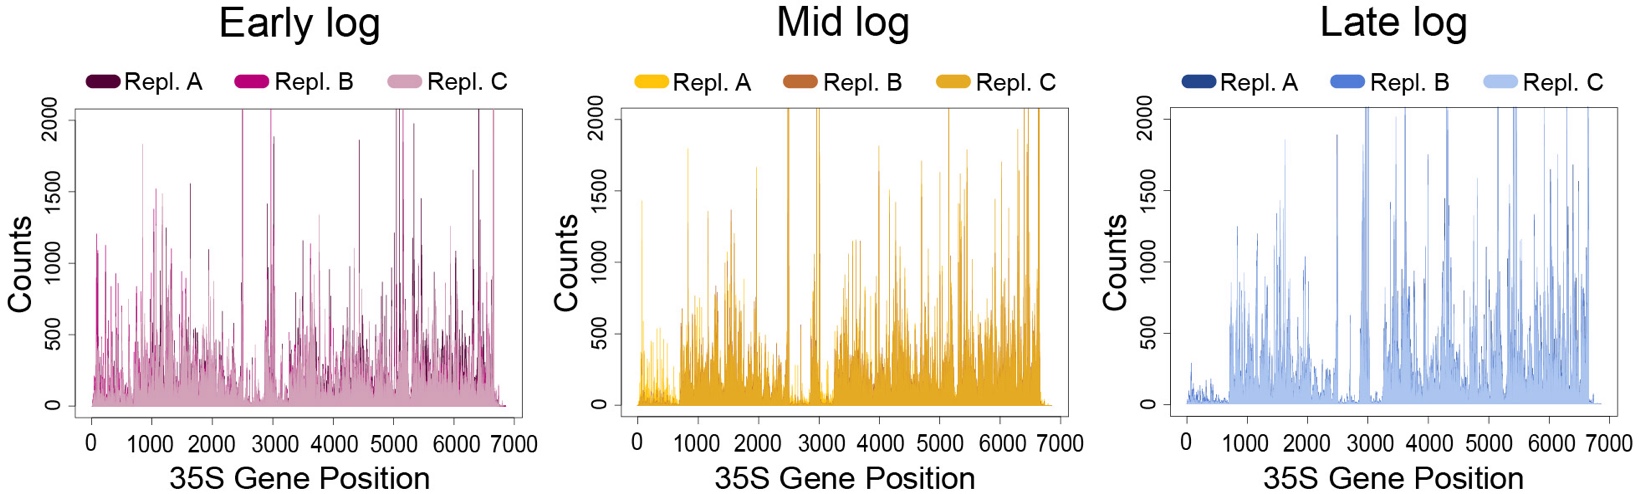

**Supplementary figure 2. Pol I occupancy on the rDNA decreases with the progression of Log phase.** Total normalized counts for Pol I occupancy were plotted for Early (pink), Mid (yellow), and Late log (blue). Each replicate was plotted in a different shade of the corresponding subphase.

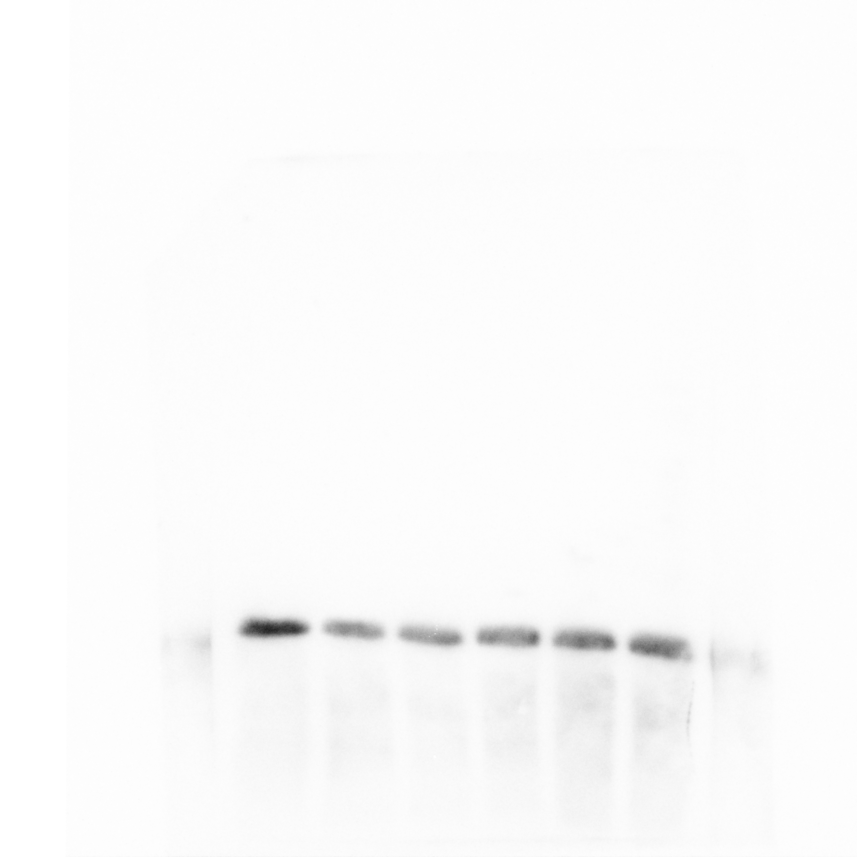

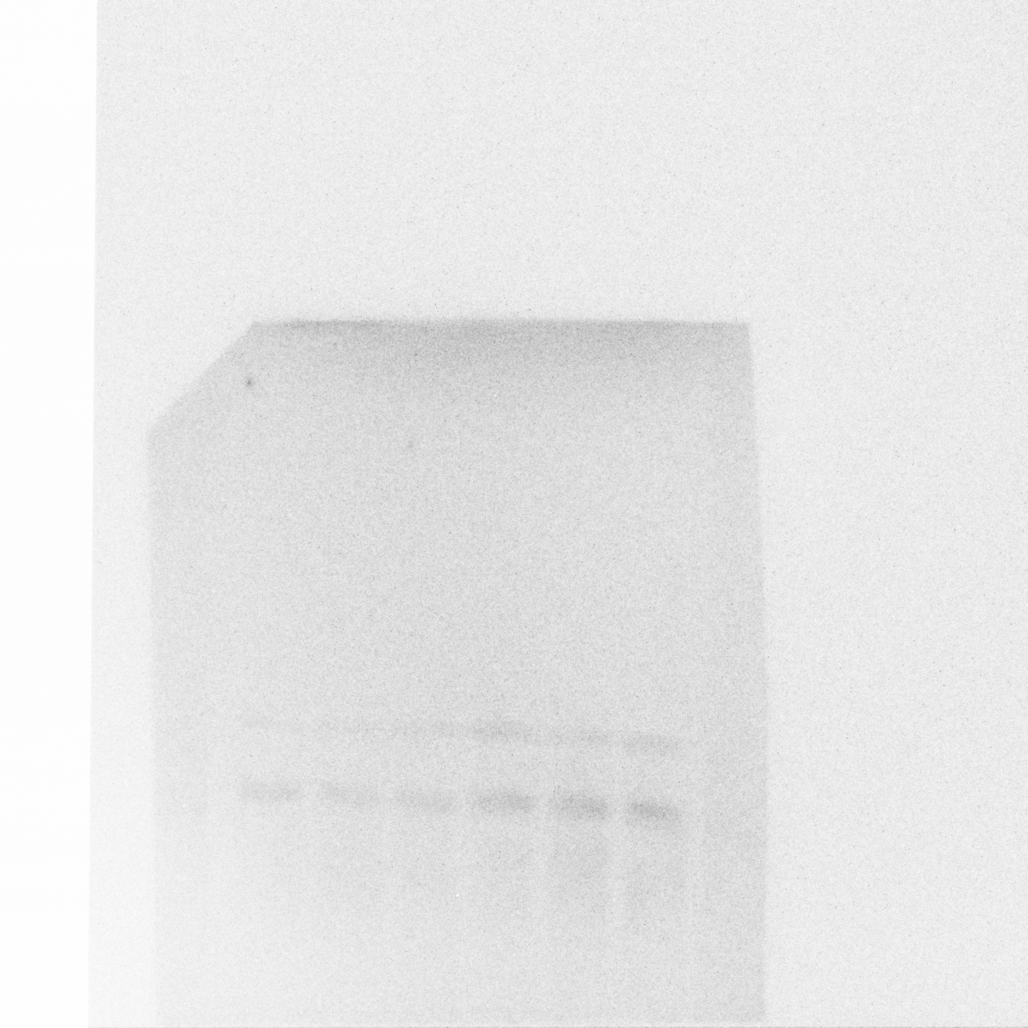

**B**

**A**

**D**

**C**

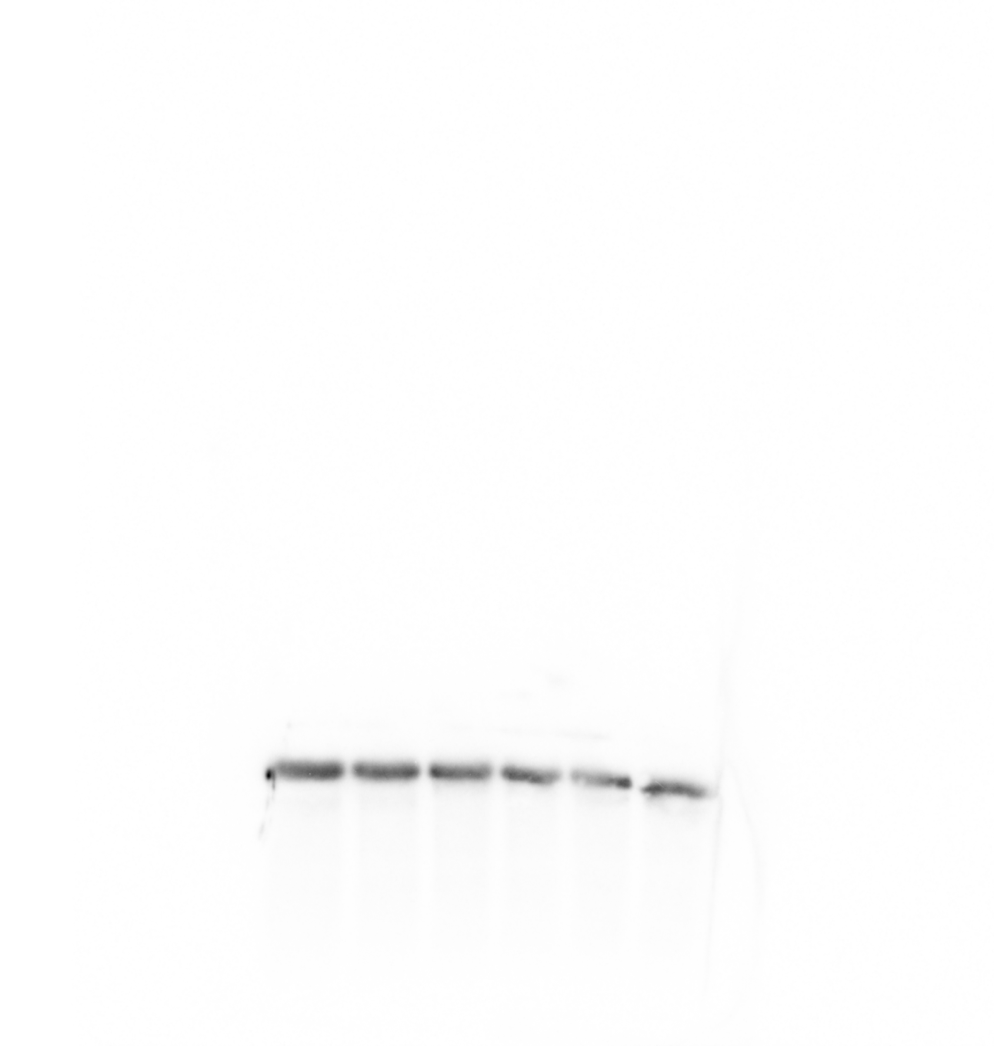

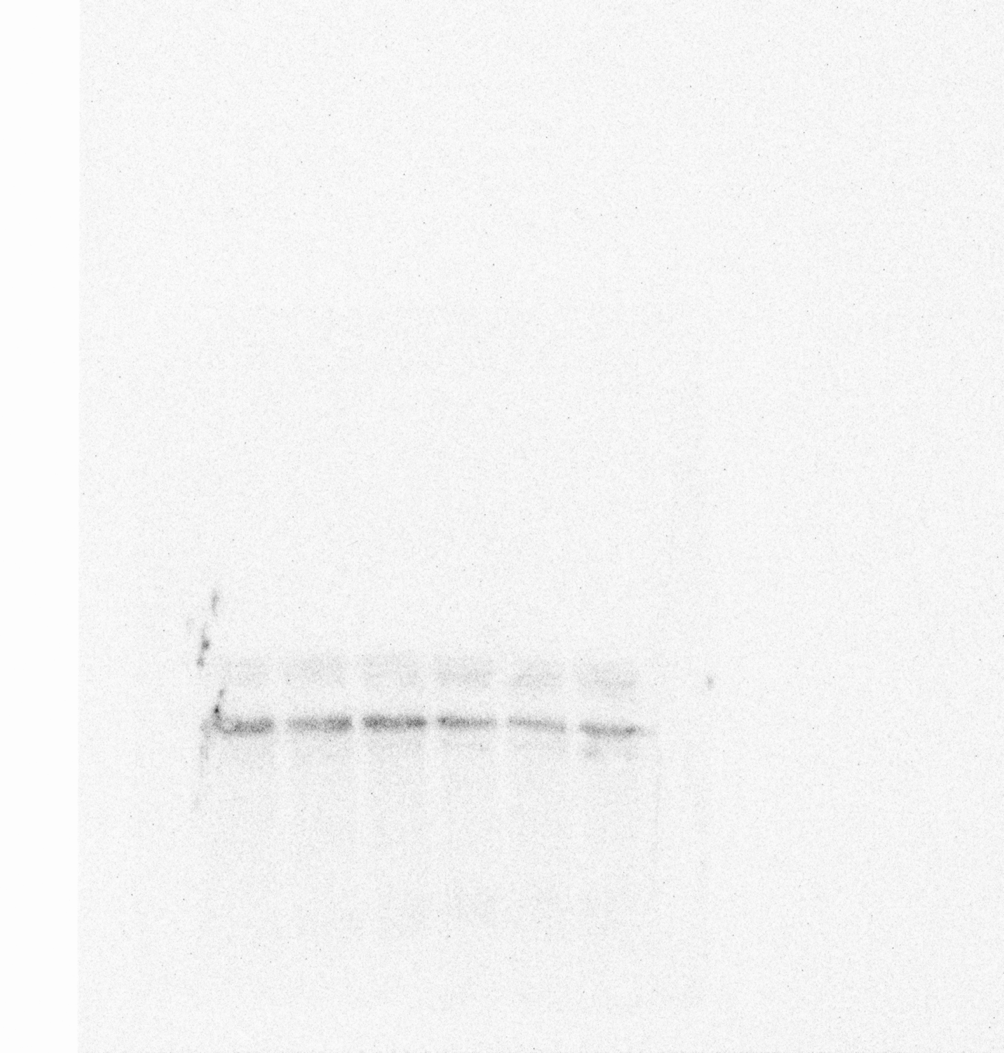

**Supplementary figure 3. rRNA processing decreases with the progression of exponential growth phase.** Raw images of Northern blots obtained as described in the “Methods and Materials” section for both 18S (A and C) and 20S and 23S (B and D). Images were obtained from GE Typhoon Imaging systems.

# Supplementary material for: Growth-phase-dependent control of rRNA synthesis in Saccharomyces cerevisiae
**Source:** mSphere. 2024 Oct 3;9(10):e00493-24. doi: 10.1128/msphere.00493-24
**Supplement:** Table S1 — Differential gene expression data set.

**Supplemental Table 1. mRNA-seq statistics for two-way comparison between Early and Mid log subphases.** Table includes statistics output from DESeq as described in column headers. Statistics represent gene expression changes in Mid log when compared to Early log. Additionally, the individual sample’s normalized counts were appended on the table and column headers describe which individual sample the respective column values refer to.

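Table S1 holds DESeq2 output for early and mid log, with a log2 fold change, its standard error and p-values per gene. The copy of the table at hand lists 1635 genes, which is only part of it. Its normalized counts are the deposited counts divided by a single size factor per library. The sign of the log2 fold change was that of mid over early log in 1313 of 1313 genes checked.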

[truncated: 1,185,938 more chars]

# Supplementary material for: Growth-phase-dependent control of rRNA synthesis in Saccharomyces cerevisiae
**Source:** mSphere. 2024 Oct 3;9(10):e00493-24. doi: 10.1128/msphere.00493-24
**Supplement:** Table S2 — Differential gene expression data set.

**Supplemental Table 2. mRNA-seq statistics for two-way comparison between Mid and Late log subphases.** Table includes statistics output from DESeq as described in column headers. Statistics represent gene expression changes in Late log when compared to Mid log. Additionally, the individual sample’s normalized counts were appended on the table and column headers describe which individual sample the respective column values refer to.

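Table S2 compares mid and late log in the same layout, and the copy at hand lists 1656 genes. In 1247 of 1249 genes checked, the sign of its log2 fold change was opposite to that of late over mid log in its own normalized counts. A positive value in this table therefore stands for a higher level in mid log.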

[truncated: 1,160,342 more chars]

# Supplementary material for: Growth-phase-dependent control of rRNA synthesis in Saccharomyces cerevisiae
**Source:** mSphere. 2024 Oct 3;9(10):e00493-24. doi: 10.1128/msphere.00493-24
**Supplement:** Table S3 — Differential gene expression data set.

**Supplemental Table 3. mRNA-seq statistics for two-way comparison between Early and Late log subphases.** Table includes statistics output from DESeq as described in column headers. Statistics represent gene expression changes in Late log when compared to Early log. Additionally, the individual sample’s normalized counts were appended on the table and column headers describe which individual sample the respective column values refer to.

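Table S3 compares early and late log, and the copy at hand lists 1627 genes. In 1307 of 1307 genes checked, a positive log2 fold change stands for a higher level in late log. The size factors of a library differ between the tables, since each table was normalized on its own pair of subphases.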

[truncated: 1,198,248 more chars]

How the deposited data were processed for this re-analysis (not part of the article)

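The 9 mRNA-seq libraries were 3 biological replicates each of wild-type yeast in early, mid and late log, and the letters A, B and C of the paper are replicates 1, 2 and 3 of the deposited samples. The replicates were matched to the letters through the index primers in the paper's sequencing table and in the column names of Tables S1 to S3. The subphase of each library was taken from the submitters' labels, and the sequencing run from the paper. The OD600 of a single culture is tied to its library in the paper only for early log C and mid log A.

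The authors aligned single-end reads to R64 with STAR, counted them per gene with HTSeq and deposited raw counts. The deposited counts equal the normalized counts in the available parts of Tables S1 to S3 multiplied by a single factor per library. The strand setting, the feature type, the annotation release and the read length are not stated in the paper's text. Reads were not used here. The files list 7127 genes, of which 6047 have coordinates in the reference annotation and 319 have no counts in any library, and 5 lines that name no gene were set aside. Between 22830165 and 34358259 reads per library were counted on genes, with medians of 26399710 in early, 29136787 in mid and 23809960 in late log. Reads that matched more than 1 place made up 7.46% to 11.2% and reads that overlapped more than 1 gene 0.281% to 0.511%. Differences between libraries beyond counting error set the precision of the values at this depth.

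Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Each pair of subphases was fitted on its own libraries, after filterByExpr and TMM normalization, with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05. Standard errors of log2 fold changes were derived from the F statistic. CPM values were scaled by TMM over the 9 libraries. Gene lists were tested with limma's camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation, and the 24 list tests of each method (8 lists in 3 comparisons) were adjusted together by the Benjamini-Hochberg method. These rest on a model across genes and are not exact tests, and an exact permutation of 3 libraries against 3 cannot go below 0.1. Single alternatives of a list test are given unadjusted in the closing section. The lists were *UTP1-16*, 14 Pol I subunit genes, 16 Pol I factor genes, 29 glucose-repressed genes, 138 ribosomal protein genes and 123 other genes of rRNA processing, of which 122 could be tested between early and mid log. To these came a list of 3 genes the paper names (*ACT1*, *RPA135* and *SPT4*, the last 2 also in the Pol I lists) and, added after seeing the data, 176 genes of rRNA processing from the reference annotation, of which 175 could be tested. The authors' gene sets for enrichment were not used here. The terms of the reference annotation with at least 10 genes were scanned in their place. The principal component analysis used DESeq2's variance-stabilizing transformation and the 500 most variable genes, and distances used the same values over all expressed genes.

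Genes were named by a rule. It takes every gene the paper names, the Pol I subunit genes past the adjusted threshold, and for each comparison the 3 largest rises and 3 largest falls. The latter were drawn from genes past the threshold with a mean log2 CPM of at least 5, groups that did not overlap and a gene name in the reference. Named genes were searched against the R64 genome with blastn 2.17.0 for copies of at least 50 bases at 97% identity or more, and *PHO12* alone had one.

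The steps were tested on simulated counts with 200 genes changed by 2 on the log2 scale. Each gene was drawn independently, with a single spread for all genes and libraries that was estimated from the comparison. The test recovered 84.5% of them between early and mid log, 90% between mid and late log and 99% between early and late log, with 2.87%, 5.26% and 6.16% of the calls false. With DESeq2 the false calls were 6.67%, 12.2% and 8.41%. Of 100 random lists of genes, camera gave a p under 0.05 for 1, 0 and 0. The simulation held no outlying library and no correlation between genes. Its rates therefore do not carry over to comparisons with mid log A or to lists of correlated genes.

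The alternatives were DESeq2's size factors, DESeq2's own test, no filter, a minimum of 10 counts in every library, a fit of all 9 libraries, a replicate block, removal of the trend with gene length or GC content, protein-coding genes only, the sequencing run as a term, other set tests, other scales for the distances, and each library left out in turn. Scaling by library totals alone and a list of rRNA processing genes from the reference annotation were added after seeing the data, as were geometric means of the ratios to *ACT1* and a fold change of 2 for the volcano plot. The NET-seq, qRT-PCR and northern blot experiments were not analysed here.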

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

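The list tests and gene counts of the Pol I factor and glucose-repressed genes in the reported fit were planned. The settings used here, other than library totals, were among the alternatives set before the data were examined. Which results to look at more closely, and which settings to hold against them, was chosen after the results were seen. The groups hold 3 libraries each, which is too few to test a single library as an outlier. The results below come from genes that the paper does not discuss, or discusses only in part.

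Of 16 Pol I factor genes, 13 differed between early and late log past the adjusted threshold, 11 lower and 2 higher, with a median log2 fold change of -1.26. As a list they did not pass by limma's camera once the 24 list tests were adjusted together (adjusted p = 0.0844) or with the correlation estimated (adjusted p = 0.802), and passed by fry (adjusted p = 0.0336). The p-values below are unadjusted. A trend with gene length does not account for the whole of it, since after its removal the list was still lower, with an unadjusted camera p of 0.0256. The sequencing run stays open. With the run as a term 4 genes passed, 3 lower and 1 higher, with a median of -0.71 and a camera p of 0.125 for the list. In that fit early log C alone carries the contrast within a run, and a single library excludes nothing, so the run and the subphase cannot be told apart.

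Of 29 glucose-repressed genes, 19 differed between early and late log, 17 higher and 2 lower. The list passed by limma's camera (adjusted p = 0.00407) and fry (adjusted p = 0.0141), but not with the correlation estimated (adjusted p = 0.773). After the trend with gene length was removed the list was still higher (unadjusted camera p of 0.000161), so that trend is not the whole cause. With the run as a term the list was higher (unadjusted p of 0.00135) but 6 genes passed, 5 higher and 1 lower. The list's median in that fit was 0.77, against 0.74 without the term. The contrast with the run as a term rests on early log C alone, so the run and the subphase cannot be told apart. With the trend in GC content removed the p was 0.0284. Under library totals the count was 12, with 8 higher, and the list's median was 0.14. That scaling moved the median gene from -0.08 to -0.68, so the lower median of the list follows a shift of all genes. A response to falling glucose was not tested, since glucose in the medium was not measured in these samples.

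*PHO84*, which encodes a phosphate transporter, had a log2 fold change of -2.66 in late over mid log, and *PHO5* one of -2.24. *PHO84* was at 1363, 1508 and 1440 CPM in mid log A, B and C and at 268, 219 and 263 in late log. Early log A and B, in run 1, were nearly as high, at 1128 and 1214, and early log C was at 524. Within run 3 the level was thus lower in each late log library than in early log C, a single library. *PHO5* was at 161, 168 and 55.3 in early log, 433, 516 and 588 in mid log and 126, 117 and 116 in late log. All mid log libraries, and no others, were in run 2. The value of -2.66 is what either explanation gives, so for the fall from mid to late log the run and the subphase cannot be told apart.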

How the results depend on the processing

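Of 29 summary results, 9 were rated unchanged under every alternative tried, by unlike criteria. List tests had to keep direction and side of the threshold, and counts to stay within a fixed ratio. The share of PC1 and the distances were judged against a standard deviation. The ratios of *UTP* genes to *ACT1* had only to stay below the early log level. Among 52 results for single genes, 5 kept their direction and side of the threshold throughout. Of the rest, 40 changed their call under at least 1 alternative and 7 changed direction. Of the 892 values behind these, 683 were the same, 177 weaker, 21 stronger and 11 reversed. Apart from the fits that left out a library, 580 values remained, with 516 the same, 42 weaker, 15 stronger and 7 reversed. Where no cause is given below, the cause was not tested.

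The number of genes that differed between mid and late log was the least stable. It was 27 in the reported fit, 223 with all 9 libraries in one fit, 341 with DESeq2, 58 with the GC trend removed, 15 with the gene-length trend removed, and 453 under library totals. With a replicate block it was 1, with 884 genes at an unadjusted p under 0.05, and with the block and the length trend removed 0, with 710 unadjusted. The replicate numbers do not pair the cultures, since the correlations of libraries with the same number ran from -0.358 to 0.380. Between early and late log 1452 genes differed with the run as a term, in place of 4294. The volcano plot's thresholds gave 1346 genes under library totals in place of 850, and 2557 with a fold change of 2 in place of a log2 fold change of 2, a reading added after seeing the data.

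Across the 6 fits that each left out one library, the genes that differed ran from 0 to 4592 between early and mid log and from 0 to 3318 between mid and late log, with both maxima without mid log A. The volcano count ran from 661 to 1495. *UTP1-16* genes past the threshold ran from 0 to 14 between early and mid log and from 0 to 7 between mid and late log. For Pol I subunit genes the ranges were 0 to 11 and 0 to 8. In late against mid log the camera p ran from 0.00649 to 0.938 for *UTP1-16* and from 1.32e-10 to 0.323 for the rRNA processing list, both highest without mid log A. The share of PC1 ran from 87.9% to 93.7%, and it was 78.2% over all genes that pass the filter.

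Between mid and late log 1 of *UTP1-16* passed with all 9 libraries in one fit, 1 under library totals and 1 with DESeq2, in place of 0, where 1160 genes overall had an unadjusted p under 0.05. Between early and late log 7 passed with the run as a term in place of 13. Pol I subunit genes past the threshold between early and mid log were 5 with the GC trend removed and 5 under library totals in place of 8, and between mid and late log 6 under library totals and 1 with DESeq2 in place of 0. Pol I factor genes between early and late log were 4 with the run as a term in place of 13. Glucose-repressed genes were 12 under library totals and 6 with the run as a term in place of 19.

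The list tests below are unadjusted, from limma's camera unless another is named. With the correlation estimated, the p rose to 0.316 and 0.294 for *UTP1-16* in mid and late against early log. For the rRNA processing list it rose to 0.374, 0.371 and 0.32 in mid against early, late against mid and late against early log. In late against mid log that list had a p of 0.192 by fry and 0.0754 with the list from the reference annotation, which was chosen after seeing the data. There the *UTP1-16* set passed with all 9 libraries in one fit with a p of 0.0426, with the GC trend removed with 0.0454 and under library totals with 0.0368, against 0.0583 in the reported fit.

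The comparison of early log C with mid log A changed sign with log2 CPM, to 0.74, and grew to -6.40 over the 500 most variable genes. The distance within late log, 25.7% of the mean distance between subphases, was 5.71% with 1 minus Spearman's correlation and 17.8% over the 500 most variable genes.

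In mid over early log the log2 fold change of *UTP1* became -0.31 under library totals. That of *UTP15*, -0.03, became 0.11 with DESeq2's size factors, 0.0019 with the length trend removed and 0.075 with DESeq2, and ran from -0.27 to 0.12 when a library was left out. *RPA14* became -0.38 with the GC trend removed, and *RPC40* and *RPB8* became -0.0569 and -0.0507 under library totals. In late over mid log, leaving out a library gave -2.15 to 0.74 for *UTP5* and -0.56 to 0.0078 for *UTP9*. Library totals move the median gene from -0.12 to -0.89 in mid over early log, so the changes of sign under that scaling follow a shift of all genes. *UTP16* had few counts outside early log, which limits its fold changes.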

Differences from the paper's values

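The paper's qRT-PCR levels in Fig. 6B, read by eye, are of *UTP* mRNA relative to *ACT1* and to early log. The paper raises 2 to differences of Ct values averaged over replicates, and the values given first here are arithmetic means of the ratios of single libraries. For *UTP5* the paper's value is about 0.75 in mid log and about 0.60 in late log, against 0.0979 and 0.0318 here. For *UTP9* the paper's values are about 0.63 and about 0.39, against 0.0548 and 0.0578. For *UTP11* they are about 0.81 and about 0.48, against 0.0311 and 0.0666. The standard deviations of these values, over 3 libraries, were 0.154 and 0.0091 for *UTP5*, 0.0482 and 0.0184 for *UTP9*, and 0.0265 and 0.02 for *UTP11*. Without mid log A the mid log values were 0.00895, 0.0271 and 0.0158 in the same order. Each difference from early log here had an exact permutation p of 0.1, the smallest that 3 libraries against 3 allow. Geometric means of the ratios, which match the paper's formula and were added after seeing the data, were 0.0290 and 0.0318 for *UTP5*, 0.0460 and 0.0594 for *UTP9*, and 0.0343 and 0.0897 for *UTP11*. Neither these nor the alternatives set before the data were examined closed the gap. With the length trend removed the values were 0.121 and 0.0443 for *UTP5*, 0.0659 and 0.0744 for *UTP9*, and 0.0307 and 0.0567 for *UTP11*. Without division by *ACT1* they were 0.181 and 0.060 for *UTP5*, 0.128 and 0.109 for *UTP9*, and 0.0736 and 0.126 for *UTP11*.

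The paper states that the expression of Pol I subunit genes did not change significantly across the subphases. Here 8 of 14 passed the adjusted threshold in mid against early log and 10 in late against early log, and 0 in late against mid log, where 1160 genes overall had an unadjusted p under 0.05. The paper's own Table S3 lists *RPB5* at -2.21 with an adjusted p of 5.72e-19 and *RPA14* at 1.42 with an adjusted p of 5.87e-17.

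The legend of Table S2 gives its direction as late compared to mid log. The signs run the other way in 1247 of 1249 genes.

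The paper describes a continuous decrease of the *UTP* genes. Here the mean fell at both steps in 10 of 16 genes and was lower in mid than in late log in 4 genes. From early to mid log it rose in *UTP10* by 1.05 on the log2 scale, and in *UTP1* by 0.42, which did not pass the threshold.

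The paper describes changes between samples of a subphase as less pronounced than those between subphases. The mean distance within mid log was 62.3 and that between mid and late log 57.8. The larger mean came from mid log A, since mid log B and C lay 19.7 apart. From early log to mid and to late log the means were 108 and 104, above each mean within a subphase. The paper also states that many genes changed between the sample groups, in each direction. Between mid and late log 27 did, 223 with all 9 libraries in one fit, 341 with DESeq2, 3318 without mid log A and, in a scaling chosen after seeing the data, 453 with library totals.

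Fig. 5C labels 7 *UTP* genes, of which *UTP4* and *UTP5* did not pass its thresholds here, with unadjusted p-values of 0.0715 and 0.0513 in edgeR's quasi-likelihood test. All 7 passed with DESeq2, with all 9 libraries in one fit, with the replicate block, with the block and the length trend removed, and without mid log A. With DESeq2's size factors, without a filter and with the GC trend removed 6 passed. With a minimum of 10 counts in every library, which leaves *UTP16* untested, and without early log A, early log B or mid log C, 4 passed.

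The paper describes the early log sample with the highest OD600 as more similar to the mid log sample with the lowest. Relative to the distance of early log C from its own replicates, the difference was -1.12 here. It was in the paper's direction and smaller in size than the standard deviation of 1.82. It had the same direction with the length trend removed (-1.45), over the 500 most variable genes (-6.40) and with 1 minus Spearman's correlation (-0.0211, standard deviation 0.00382). With log2 CPM it was 0.74, in the other direction. From the side of mid log A, early log C was nearer than mid log B and C on every scale. In variance-stabilized counts the distances were 51.7 and, on average, 83.5. These are single libraries and were not tested.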

Other observations

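The tests in this part were chosen after the results were seen, apart from those of gene length on the fold changes and on *UTP1-16*, of the run on early log C, and of other splits. The list tests of the ribosomal protein genes and of *ACT1*, *RPA135* and *SPT4* are further exceptions, as is the count with the run as a term.

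Of the 10 ways to split the 6 libraries of each comparison into groups of 3, only the real split gave as many genes past the threshold, 1 of 10 in each of the 3 comparisons. A design of this size cannot give a share under 0.1.

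Longer genes fell more from early to mid log. The correlation across genes of log2 fold change with gene length was -0.231 (Spearman's rho), where genes are not independent replicates, which is consistent with a length bias between the libraries. The correlation with GC content was larger in size, at 0.337, and in late against early log it was 0.301, against -0.377 for length. In late against mid log the values were -0.0829 for GC content and -0.313 for length. In single libraries, the log2 CPM of each gene relative to its mean over the 9 libraries was correlated with gene length. The correlation was 0.267, 0.309 and 0.301 in early log and 0.264 in mid log A. It was -0.147 and -0.169 in mid log B and C, and -0.391 to -0.448 in late log. The range within run 2 was 0.433 and within run 3 0.749, so the run is not the whole cause of this trend. The range comes from mid log A against B and C in run 2 and from early log C against late log in run 3. A change in RNA integrity or in the transcripts themselves was not separated. The trend is not the whole cause of the fall of *UTP1-16*, whose median was -1.77 after its removal, nor is base composition, with a median of -1.36 and an unadjusted camera p of 0.00915. Of the 8 Pol I subunit genes past the threshold, 6 passed in the same direction after the length trend was removed, so that trend is not the whole cause of the changes in those 6. *RPA14* and *RPB8* no longer passed, at 0.47 and 0.40, and for them the length trend stays open, while *RPA190* and *RPB10* passed only after the removal.

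Ribosomal protein genes, which are short, were higher in late than in mid log as a list (adjusted p = 1.4e-07 by limma's camera, median 0.25), but not by fry (adjusted p = 0.0599) or with the correlation estimated (adjusted p = 0.773). After the length trend was removed the list was no longer higher, with an unadjusted p of 0.159 and the direction down, which is consistent with length bias as the source of that rise.

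With library totals as the scaling, the median gene changed by -0.89 in mid over early log. Removing the 200 most abundant genes from the totals left -0.561, so a few abundant genes are not the whole cause. The libraries hold no added standard, so an overall change in mRNA per cell was not tested.

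*ACT1*, the reference gene of the qRT-PCR, rose in mid over early log by 1.57 (standard error 0.35, adjusted p = 0.0155 in edgeR's quasi-likelihood test). Under library totals it rose by 0.69, so TMM scaling is not the whole cause.

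The number of genes that differed between early and late log was 1452 with the run as a term. In that fit early log C alone carries the contrast within a run, so the run stays open for these differences. For the distance of early log C from early log A and B the run stays open. The difference of early log C from A correlated across genes with that of mid log from early log B at 0.593 (Pearson's r), which an effect of run 1 would also give, so the run and the progress of the culture cannot be told apart for early log C. Within run 2, the difference of mid log B from A correlated with that of late log from early log B at 0.646. The run cannot give a difference between libraries that share it. The difference of mid log A from B correlated with that of early log A from C at only 0.0785. These values rest on single libraries.

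In the scan of the reference annotation, 186 of 582 terms were lower and 37 higher in mid than in early log. In late against mid log 24 of 570 were lower and 20 higher, and in late against early log 179 were lower and 42 higher. The nucleolus term was first among those that fell from early to mid log, with a median of -1.30, and the glycolytic process term was first among those that rose, with a median of 2.36.

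The rRNA processing list from the reference annotation, which was added after seeing the data, was lower in mid than in early log (adjusted p = 0.00132 by limma's camera) and in late than in early log (adjusted p = 0.000492), but not in late than in mid log (adjusted p = 0.106). Neither call against early log held by fry (adjusted p = 0.105 for mid and 0.0599 for late log by limma). Nor did either hold with the correlation estimated (adjusted p = 0.802 by limma in each). The list of *ACT1*, *RPA135* and *SPT4*, which the paper names, was higher in mid than in early log (adjusted p = 0.0237 by limma's camera). It did not pass by camera in late against mid log (adjusted p = 0.119) or in late against early log (adjusted p = 0.106). By limma's fry it passed in late against early log (adjusted p = 0.0114). It did not pass by fry in mid against early log (adjusted p = 0.0599) or in late against mid log (adjusted p = 0.289). With the correlation estimated it passed in no comparison (adjusted p = 0.773 by limma in each).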
